# Identification of nuclear-enriched miRNAs during mouse granulopoiesis

**DOI:** 10.1186/1756-8722-7-42

**Published:** 2014-05-15

**Authors:** Justin JL Wong, William Ritchie, Dadi Gao, Katherine A Lau, Maria Gonzalez, Anupma Choudhary, Ryan J Taft, John EJ Rasko, Jeff Holst

**Keywords:** miRNAs, mRNA targets, Nuclear, Granulopoiesis, Gene expression, Stem cell

## Abstract

**Background:**

MicroRNAs (miRNAs) are coordinators of cellular differentiation, including granulopoiesis. Although differential expression of many miRNAs is associated with the maturation of granulocytes, analysis of differentially expressed miRNAs and their cellular localization across all stages of granulopoiesis, starting from hemopoietic stems cells, is not well characterized.

**Methods:**

We analyzed whole cell miRNA and mRNA expression during granulopoiesis using Taqman low-density and Affymetrix arrays respectively. We also performed nuclear and cytoplasmic fractionation followed by Taqman low-density array and/or quantitative PCR to identify nuclear-enriched miRNAs in hemopoietic stem/progenitor cells, promyelocytes, myelocytes, granulocytes and several hemopoietic cell lines. Anti-correlation between the expression of miRNA and target pairs was used to determine putative miRNA targets.

**Results:**

Analyses of our array data revealed distinct clusters of differentially expressed miRNAs that are specific to promyelocytes and granulocytes. While the roles of many of these miRNAs in granulopoiesis are not currently known, anti-correlation of the expression of miRNA/mRNA target pairs identified a suite of novel target genes. Clusters of miRNAs (including members of the let-7 and miR-17-92 families) are downregulated in hemopoietic stem/progenitor cells, potentially allowing the expression of target genes known to facilitate stem cell proliferation and homeostasis. Additionally, four miRNAs (miR-709, miR-706, miR-690 and miR-467a*) were found to be enriched in the nucleus of myeloid cells and multiple hemopoietic cell lines compared to other miRNAs, which are predominantly cytoplasmic-enriched. Both miR-709 and miR-706 are nuclear-enriched throughout granulopoiesis and have putative binding sites of extensive complementarity downstream of pri-miRNAs. Nuclear enrichment of miR-467a* is specific to hemopoietic stem/progenitors and promyelocytes. These miRNAs are also nuclear-enriched in other hemopoietic cell lines, where nuclear sequestering may fine-tune the expression of cytoplasmic mRNA targets.

**Conclusions:**

Overall, we have demonstrated differentially expressed miRNAs that have not previously been associated with hemopoietic differentiation and provided further evidence of regulated nuclear-enrichment of miRNAs. Further studies into miRNA function in granulocyte development may shed light on fundamental aspects of regulatory RNA biology and the role of nuclear miRNAs.

## Introduction

MicroRNAs (miRNAs) are 22-24 nucleotide non-coding RNAs that participate in the regulation of mRNA expression in eukaryotes [1-3], and play critical roles in a wide range of biological processes including cell-cycle control [4,5], immune response [6-8], and differentiation [9-11]. One of the best-characterized differentiation processes is granulopoiesis, in which hemopoietic myeloid progenitor cells develop sequentially from myeloblasts into morphologically distinct promyelocytes, myelocytes and mature granulocytes. This process is tightly controlled by changes in the expression of hundreds of transcription factors [12,13], which are in turn regulated by a few highly expressed miRNAs, including miR-223 and miR-146a, both of which have been shown to promote granulopoiesis [14-16]. Total loss of miR-223 does not completely block granulopoiesis [14], suggesting that other miRNAs may also act in concert to maintain this process. Few studies, however, have sought to completely profile differentially expressed miRNAs during granulopoiesis in primary cells. Prior work has either been restricted to differentiated cell lines [17,18], in which accurate modelling of the specific stages of granulopoiesis is not entirely possible, or human neutrophil maturation [19,20].

In the most well-accepted models, miRNAs bind loosely to complementary sequences in the 3′UTR of their target mRNAs in the cytoplasm, and function by inhibiting translation, inducing mRNA cleavage or mRNA degradation following decapping and deadenylation [21]. It is important to correlate the expression of miRNAs and their target mRNAs during granulopoiesis in order to obtain insights into the role of these molecules in the development of granulocytes. While previous studies have investigated this relationship in human cells [22], the miRNA-mRNA interaction network in mouse granulopoiesis has been largely uncharacterized.

Several studies have reported localization of miRNAs in the nucleus [23-31], suggesting these molecules may have other biological functions or mechanisms of action apart from their canonical role. For example, miRNAs have been shown to target gene promoters, potentially inducing overexpression (miR-373) or downregulation (miR-320) of target genes [32,33]. More recently, mouse-specific miR-709 was found to be enriched in the nucleus to target pri-miR-15a and pri-miR-16, thus regulating the expression of mature miR-15a and miR-16 [31]. With one exception [31], studies on nuclear-enriched miRNAs have been performed in cell lines. It remains unclear whether nuclear enrichment of some miRNAs is a feature of transformed cells, and whether differential expression of nuclear miRNAs is important in regulating gene expression during cellular differentiation or transformation.

In this study, we analyzed miRNA expression in primary murine myeloid cells at four successive stages of hemopoietic differentiation; Lin^-^ Sca1^+^ cKit^+^ stem/progenitor cells (LSK), promyelocytes, myelocytes and granulocytes. We not only performed analyses of miRNA expression levels in whole cells, allowing direct interrogation of miRNA-mRNA expression relationships, but also analyzed purified nuclear and cytoplasmic cell fractions to profile miRNA subcellular localization. We found four nuclear-enriched miRNAs in primary cells and further assessed their subcellular distribution in a range of mouse hemopoietic cell lines.

## Results

### Differential expression of whole cell miRNAs during primary murine granulopoiesis

We first used Taqman Low Density Quantitative Reverse Transcription PCR array (TLDA RT-qPCR) to determine the expression of 585 mature mouse and rat miRNAs in whole cell RNA from four primary murine hemopoietic populations: LSK, promyelocytes, myelocytes and granulocytes (Figure 1). 

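TLDA RT-qPCR reads each miRNA in its own well of an array card, and the CT is the cycle at which its product crosses a fixed threshold, so that a lower CT stands for more template and a difference of 1 cycle for a 2-fold difference at full amplification efficiency. LSK cells are bone marrow cells without lineage markers that carry Sca1 and cKit and include the stem and progenitor cells; promyelocytes, myelocytes and granulocytes follow in order of maturation. The deposited table holds the raw CT of 593 assays on 2 cards, A and B, for 1 whole cell RNA sample per stage from 100 ng of RNA each. With 1 sample per stage and fraction, the differences between stages have no replicate check and no test between stages was made. Undetermined wells are listed at 40, and the number of assays with a CT under 40 was 266 in LSK, 259 in promyelocytes, 285 in myelocytes and 288 in granulocytes. The assays of the table are numbered and not named. An assay was given a miRNA's name where its cytoplasmic and nuclear CT equal those printed in Additional file 5, or where its whole cell CT differences give the values printed in Additional file 1. This named 270 assays, 247 through Additional file 5 and 23 through Additional file 1 only; the other assays entered no count of miRNAs. The values of Additional file 1 lie on a straight line against the CT differences, and the line gave a constant for each pair of stages, such as 0.248 cycles for promyelocytes against LSK and 0.428 cycles for granulocytes against promyelocytes. These constants equal the change in the mean CT of the last 3 assays of card B, and they were subtracted from the CT differences to give the log2 fold changes.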

A previous report showed that RT-qPCR results are only reliable when the cycle threshold (CT) is less than 30 [34], and therefore we only considered the differential expression of miRNAs when the CT value was <30 in at least one cell type. 129 mouse miRNAs showed differential expression by 2-fold or more between two or more stages of murine granulocytic differentiation (Additional file 1). 

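Of the 270 named assays, 129 had a whole cell CT under 30 in at least 1 stage, and all 129 are the miRNAs listed in Additional file 1. After scaling, 118 of these 129 differed by 2-fold or more, a log2 fold change of at least 1 in either direction, between at least 1 pair of stages. The widest spans between stages on the log2 scale were 14.02 for miR-466d-3p, 12.71 for miR-135a, 10.67 for miR-139-3p, 10.15 for miR-33* and 9.95 for miR-744*; each of the 5 was listed at 40 in at least 1 stage, so that these spans rest on the value given to an undetermined well. Whole cell miR-466d-3p had a CT of 27.5 in LSK and 25.6 in granulocytes and was listed at 40 in promyelocytes and myelocytes, while its cytoplasmic CT was 26.5 in LSK and 40 in granulocytes. The count moved most with the CT limit, since 210 miRNAs changed by 2-fold or more with a CT under 35 in place of 30.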

An unsupervized hierarchical clustering analysis revealed 37 highly expressed miRNAs (CT <25 in at least one cell type) that were differentially regulated between two or more differentiation stages (Figure 2A). 

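The 37 named assays with a whole cell CT under 25 in at least 1 stage are the 37 miRNAs of Figure 2A. Of these, 33 differed by 2-fold or more between at least 1 pair of stages. The other 4, miR-29a, miR-191, miR-374 and miR-709, stayed under this limit, with log2 spans of 0.59 for miR-191, 0.79 for miR-709 and 0.88 for miR-374. Without scaling, 35 of the 37 passed the limit.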

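In whole cell RNA the CT of miR-223 fell from 24.0 in LSK to 19.5 in promyelocytes, 17.3 in myelocytes and 16.4 in granulocytes, the lowest CT of any assay in the granulocyte sample. The log2 fold change of miR-223 was 4.25 from LSK to promyelocytes and 2.62 from promyelocytes to granulocytes. miR-16 rose by 0.42 on the log2 scale in the first of these steps and by 2.32 in the second, to a CT of 19.6 in granulocytes. miR-29a changed by -0.05 and 0.91, which leaves it under the 2-fold limit with the constants of Additional file 1; without scaling these changes were 0.19 and 1.34.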

Of these, we observed that several had been previously identified as key modulators of granulopoiesis in human and mouse, including miR-223, miR-16, and miR-29a [14,35,36].

**Figure 1:**
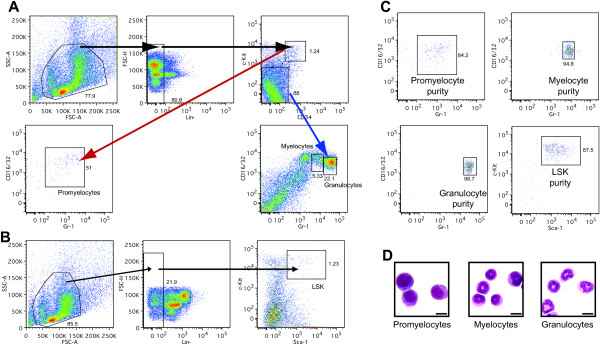
**Purification of LSK cells, promyelocytes, myelocytes and granulocytes from mouse bone marrow.** Gating strategy for fluorescence activated cell sorting (FACS) of promyelocytes (red arrow), myelocytes (left box, blue arrow) and granulocytes (right box, blue arrow) **(A)**, LSK **(B)**, and the total purity of each cell population based on re-analysis following FACS **(C)** are shown. Promyelocytes, myelocytes and granulocytes were deposited onto poly-L-lysine slides, stained using May-Grünwald Giemsa, and morphology examined using a light microscope at 100× magnification **(D)**. Scale bars indicate 10 μm.

**Figure 2:**
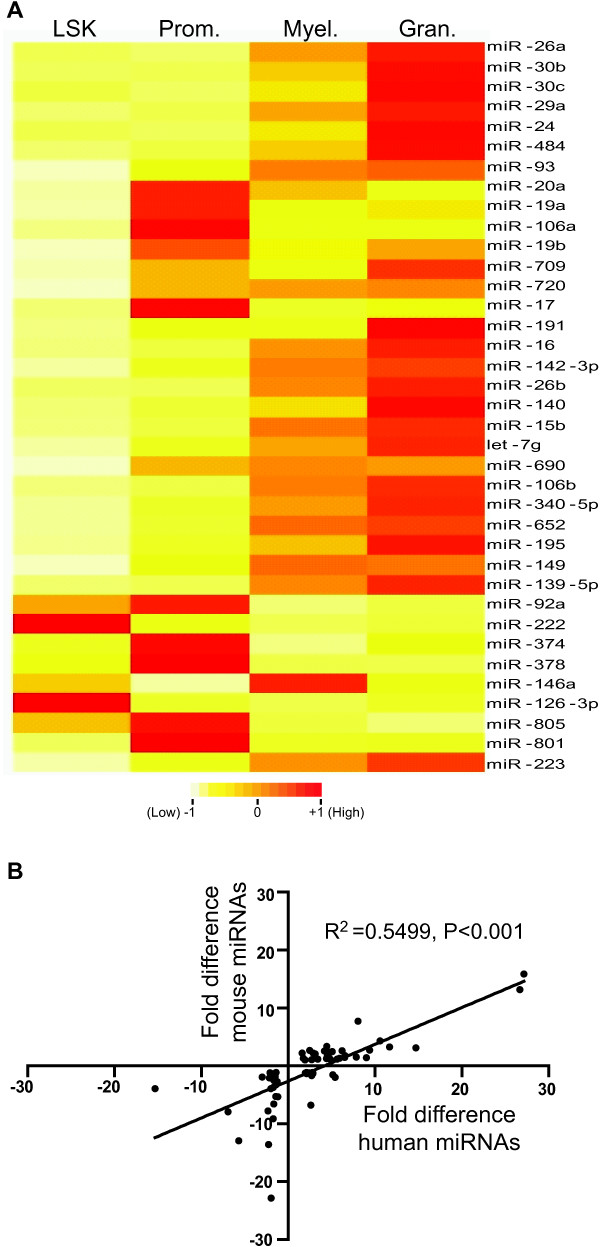
**miRNA expression during mouse and human granulopoiesis. (A)** Differentially expressed miRNAs between two or more stages of granulopoiesis. Heatmap shows highly expressed miRNAs (CT < 25 in at least one cell type) that displayed differential expression between two or more cell types. The level of miRNA expression is represented by a color scale where yellow indicates lower-level expression, orange indicates medium expression and red indicates higher expression. **(B)** Correlation between the expression levels of differentially-expressed miRNAs during mouse and human granulopoiesis. A significant correlation was found between the fold-differential expression of 64 miRNAs common to both mouse and human datasets (P < 0.001, Spearman’s correlation). Prom; promyelocytes. Myel; myelocytes, Gran; granulocytes.

Comparison of our data with a recently reported miRNA expression profile of human granulopoiesis [19], restricted to the 64 differentially expressed miRNAs interrogated by both human and mouse TLDA experiments, indicated a significant correlation between the expression of miRNAs during mouse and human granulopoiesis (Figure 2B; R^2^ = 0.5499, P < 0.001). 

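Additional file 2 gives a mouse fold difference between granulocytes and promyelocytes for 114 miRNAs and a human value for 64 of them. The mouse fold differences of these 64 were recomputed from the whole cell CT, with a decrease written as a negative fold. Across the 64 miRNAs, Pearson's r with the human values was 0.721 (R2 of 0.520; 95% interval of R2 0.333 to 0.674) and Spearman's rho was 0.819; each had a two-sided permutation p of 1e-05, the smallest that 100000 resamples can give, and Benjamini-Hochberg adjustment over the 2 coefficients left both p at 1e-05. The correlation is across miRNAs, which are not independent replicates. Without the 2 miRNAs farthest from the median of the human values, r was 0.737. The scale of the fold differences moved R2 most, to 0.663 on the log2 scale; of the scalings, the mean CT of the mouse assays moved it most, to 0.422. From the correlation of the fold differences, the paper concludes that the miRNA expression changes of mouse and human granulopoiesis are significantly correlated.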

Of 78 miRNAs that were upregulated in mouse granulocytes compared to promyelocytes (fold change >2), 41 were interrogated in the human TLDA assay, and 30 (73%) were upregulated (Additional file 2). Similarly, 36 miRNAs were downregulated in mouse granulocytes (fold change < -2) and 23 of these (64%) were common to both datasets and also downregulated in human samples (Additional file 2).

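With the constants of Additional file 1, 65 of the 129 miRNAs were more than 2-fold higher in granulocytes than in promyelocytes. Of these 65, 32 have a human value in Additional file 2, and 26 of the 32 were above 0 in human cells (81.2%; Wilson 95% interval 64.7% to 91.1%). The median log2 change of the 129 miRNAs between these stages was 1.00; it was 1.43 without scaling, 0.50 with the mean CT of the mouse assays as the constant and 1.10 with the mean CT of the 6 control assays.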

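In the same comparison 29 of the 129 miRNAs were more than 2-fold lower in granulocytes. A human value is given for 17 of the 29 (58.6%), and all 17 were below 0 in human cells (100%; Wilson 95% interval 81.6% to 100%). The share of higher miRNAs among those that passed 2-fold in either direction was 69.1% and followed the scaling: without scaling 75 were higher and 16 lower (82.4% higher), with the mean CT of the mouse assays as the constant 49 were higher and 39 lower (55.7%), and with the 6 control assays 70 were higher and 26 lower (72.9%).

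**Figure D1:**
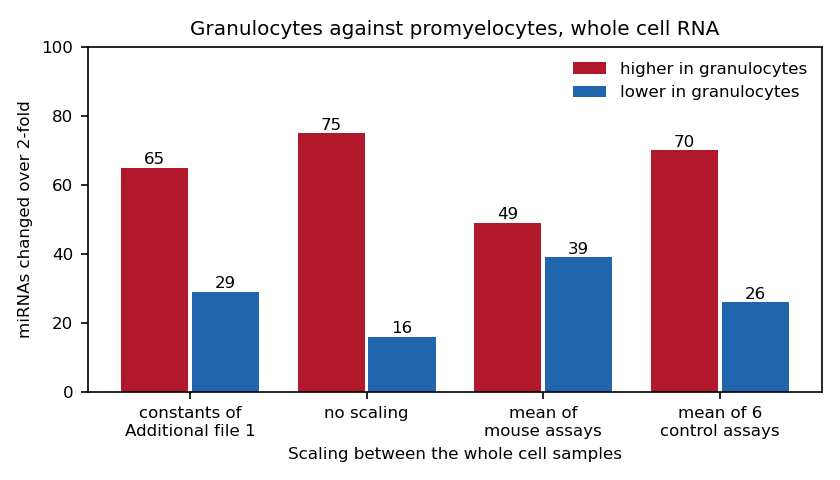
Number of miRNAs, of 129 with a whole cell CT under 30 in at least 1 stage, that were more than 2-fold higher or lower in granulocytes than in promyelocytes, under each scaling between samples. The number of lower miRNAs ranges from 16 without scaling to 39 with the mean CT of the mouse assays.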

### Identification of miRNA targets in primary murine myeloid cells

We next examined mRNA expression using Affymetrix microarray analysis for each of the four murine hemopoietic populations (LSK, promyelocytes, myelocytes and granulocytes). We then used these data to determine the possible miRNA targets that were differentially regulated during granulopoiesis (promyelocytes vs granulocytes) using our method based on conserved anti-correlation [37]. There were 67 predicted mRNA targets in our microarray dataset that demonstrated an inverse correlation with the expression of an individual miRNA (Additional file 3). mRNA targets that showed inversely correlated expression with miRNAs (Additional file 3) include previously validated miRNA/target pairs such as *Mef2c* with miR-223 [14], *Bcl2* with miR-15 or miR-16 [38], *Mybl2* with miR-29 or miR-30 family members [39], and *Ezh2* with miR-26a [40]. In order to identify miRNA-target signatures that may distinguish stem and committed myeloid progenitor cells (LSK vs granulocytes), we again searched for differentially expressed miRNAs and their targets that demonstrated inverse correlation in expression levels. A subset of miRNAs were downregulated in LSKs compared to promyelocytes including members of the let-7 family and the polycistronic mir-17-92 cluster (Additional file 4). These miRNAs also shared common targets including *Hlf*, *Mycn* and *Klf12* (Additional file 4).We then further refined our analysis to concentrate on miRNA/target pairs that displayed expression patterns specific to one stage of granulopoiesis (Figure 3). 

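In the reference annotation Mir17, Mir18, Mir19a, Mir20a, Mir19b-1 and Mir92-1 are neighbours, with only their host gene Mir17hg between the first and the last of the 6. The medians of both lists were set beside those of 10000 random lists of the same size, drawn from assays with a similar mean CT. The let-7 list of Additional file 4 (let-7a, let-7d, let-7g and let-7i) had a median log2 fold change of 1.16 in promyelocytes against LSK, at the 84.6 percentile of the random lists (95% of them from -1.04 to 2.03), and its 4 members ranged from 0.85 to 1.46. Additional file 4 lists these 4 as lower in LSK from the same samples, so this percentile is not an independent test of their direction. With all 6 let-7 assays under a CT of 30 the median was 0.98, at the 85.1 percentile. The list of the cluster from miR-17 to miR-92a had a median of 1.43, at the 99.1 percentile (95% of the random lists from -0.25 to 1.26), with its 6 members from 0.03 for miR-92a to 2.93 for miR-18a. Of this list, Additional file 4 gives miR-17, miR-19a, miR-19b and miR-20a as lower in LSK from the same samples. This percentile is therefore not an independent test either. The random lists also draw each member separately, so they do not allow for neighbouring genes that change together. The let-7 median moved most in cytoplasmic RNA, to 0.32 and the 30.1 percentile after scaling with the last 3 assays of card B, which lie at SnoRNA positions of Figure 4. The raw cytoplasmic CT of the 4 let-7 members was lower in LSK than in promyelocytes, from 24.4 against 26.2 for let-7g to 28.1 against 30.0 for let-7a, so that the direction in this fraction rests on the scaling. The median of the cluster moved most with the mean CT of the mouse assays, to 1.09; with this mean miR-92a changed by -0.30, and with the 6 control assays by -0.07, while the other members of both lists stayed above 0 under each scaling. The median change of all 129 miRNAs from LSK to promyelocytes was 0.42, and 0.09 with the mean CT of the mouse assays.

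**Figure D2:**
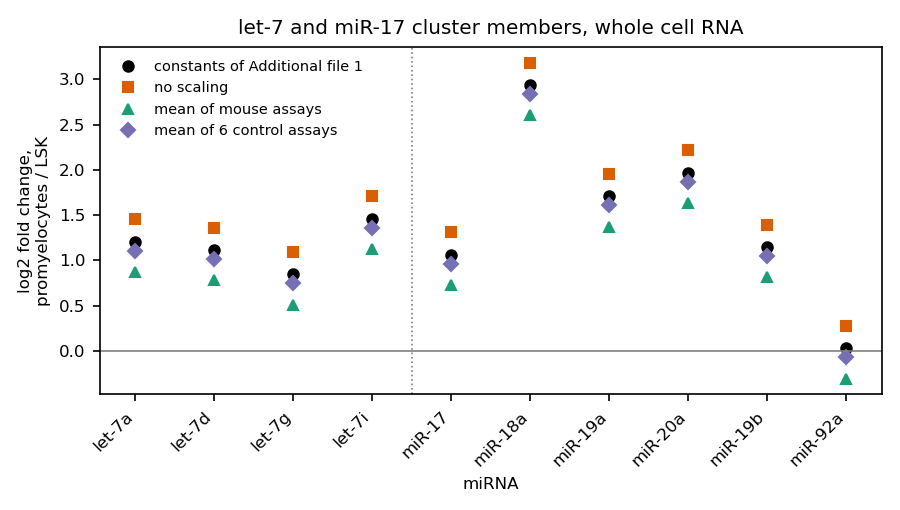
Log2 fold change in promyelocytes against LSK of each member of the let-7 list and of the list from miR-17 to miR-92a under each scaling between samples; points are miRNAs, 1 value each. With the constants of Additional file 1 all members lie above 0, and miR-92a falls below 0 with the mean CT of the mouse assays and with the 6 control assays.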

Expression of a group of 9 miRNAs, which showed the highest level of expression in promyelocytes (Figure 3A), was inversely correlated with a total of 22 predicted or previously confirmed mRNA targets (Figure 3C). 

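Among the 33 miRNAs with a CT under 25 that changed by 2-fold or more, 9 had their lowest scaled CT in promyelocytes, and 8 of these are in Figure 3A. The margin over the next stage passed 2-fold for 2 of them: miR-801, with a margin of 5.54 on the log2 scale, and miR-805, with 1.51. Whole cell miR-801 had a CT of 23.3 in promyelocytes and 28.6 to 30.8 in the other stages, while its cytoplasmic CT ranged from 25.4 in granulocytes to 27.2 in LSK; Additional file 5 marks miR-801 and miR-805 as removed from miRBase. Without scaling 8 miRNAs were highest in promyelocytes, and with the mean CT of the mouse assays 10. The mRNA values of the paired targets were not used here.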

Expression of 21 granulocyte-enriched miRNAs (Figure 3B) was inversely correlated with the downregulation of 125 putative or confirmed mRNA targets (Figure 3C).

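Of the same 33 miRNAs, 15 had their lowest scaled CT in granulocytes, 7 in myelocytes and 2 in LSK. Of the 21 miRNAs of Figure 3B, 15 were highest in granulocytes and 4 (miR-93, miR-652, miR-149 and miR-106b) in myelocytes; the other 2, miR-29a and miR-191, changed by less than 2-fold. None of the 33 was higher in granulocytes by 2-fold or more than in every other stage. Without scaling, 22 of 35 miRNAs were highest in granulocytes, among them 20 of the 21 of Figure 3B.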

**Figure 3:**
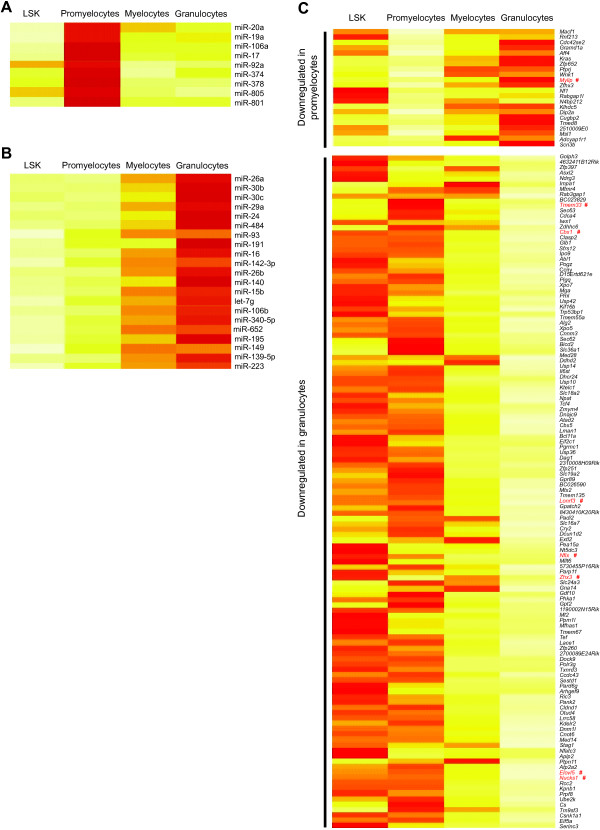
**Stage specific changes in miRNA expression throughout granulopoiesis and their putative targets in promyelocytes and granulocytes.** miRNAs that were expressed highest in promyelocytes **(A)** or granulocytes **(B)** are shown together with their predicted targets according to TargetScan **(C)**. Targets were only displayed if they were expressed lowest in the same tissue where miRNA expression was the highest. This facilitates the visualization of putative miRNA-mRNA pairs that were specific to promyelocytes or granulocytes. #, Target mRNAs that are known validated targets (Tarbase) of the stage specific miRNAs.

### Nuclear and cytoplasmic localization of miRNAs in murine myeloid cells

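Each stage gave 1 cytoplasmic and 1 nuclear RNA sample, read with the same 593 assays from 100 ng of RNA. The number of named assays with a CT under 30 was 106 in LSK, 87 in promyelocytes, 104 in myelocytes and 103 in granulocytes for cytoplasmic RNA, and 45, 40, 37 and 57 for nuclear RNA. The nuclear:cytoplasmic ratio of a miRNA was computed as 2 raised to its cytoplasmic minus nuclear CT, divided by 3. The divisor is the one that the printed ratios carry: 979 of the 992 ratios printed in Additional file 5 lie within 1% of this formula. It lowers every ratio by the same factor, and no other scaling was applied to the fractions. The paper's text does not give the divisor. The paper describes the data of Figure 4 as based on cell equivalent volumes, so the divisor may convert equal amounts of RNA to equal numbers of cells. Without the divisor a ratio compares 100 ng of nuclear with 100 ng of cytoplasmic RNA, so that the same limit has another meaning.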

In order to determine the sub-cellular localization of miRNAs, we performed nuclear and cytoplasmic fractionation on LSK, promyelocytes, myelocytes and granulocytes, extracted the RNA, and analyzed miRNA expression by TLDA RT-qPCR (Figure 4). Purity of nuclear and cytoplasmic fractions was determined using RT-qPCR to assess the expression of the nuclear specific *SnoRNA19*, which was enriched in the nuclear RNA samples by 8- to 56-fold (Figures 4 and 5A), and *Y1* cytoplasmic RNA, which was enriched in the cytoplasmic RNA pools by 4- to 9-fold (Figure 5A). 

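The control assays of the TLDA cards are not named in the deposited table. Of its unnamed assays, 6 lie at the positions of the SnoRNA points of Figure 4 and 1 at that of the Y1 point; they were matched by eye after the values were seen. The median nuclear:cytoplasmic ratio of the 6 assays was 3.48 in LSK, 22.9 in promyelocytes, 2.73 in myelocytes and 0.732 in granulocytes, on the log2 scale 1.80, 4.52, 1.45 and -0.45. In granulocytes the 6 ratios ranged from 0.564 to 0.912, and without the divisor of 3 their median was 2.20, so that the side of 1 on which it falls depends on the divisor. Set against the median ratio of the miRNAs with a nuclear CT under 30, the control assays were 163-fold higher in LSK, 429-fold in promyelocytes, 103-fold in myelocytes and 12.9-fold in granulocytes. The assay at the Y1 position had a cytoplasmic CT of 30.1, 31.3, 30.7 and 32.0 from LSK to granulocytes and was listed at 40 in all 4 nuclear samples. The separate RT-qPCR of Figure 5A was not used here.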

Western blot was also performed to confirm the purity of nuclear and cytoplasmic fractions (Figure 5A). The nuclear lamina protein, Lmnb1 and the cytoplasmic protein, Gapdh were enriched in the nuclear and cytoplasmic fractions respectively, indicating the purity of these fractions. 

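Among the named assays with a cytoplasmic CT under 30, the cytoplasmic CT was lower than the nuclear CT in 104 of 106 in LSK, 84 of 87 in promyelocytes, 104 of 104 in myelocytes and 103 of 103 in granulocytes. The exceptions were miR-706 and miR-699 in LSK and miR-706, miR-709 and miR-494 in promyelocytes; Additional file 5 marks miR-699 as removed from miRBase. The median nuclear minus cytoplasmic CT was 4.34, 2.88, 4.18 and 2.62 cycles from LSK to granulocytes.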

Almost all miRNAs were distributed towards the upper left quadrant, confirming that the vast majority of miRNAs are enriched in the cytoplasm (Figure 4). 

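Linear regression of the nuclear on the cytoplasmic CT, across the named assays with a CT under 40 in both fractions, gave an R2 of 0.746 in LSK (154 assays; 95% interval 0.667 to 0.808), 0.761 in promyelocytes (158 assays; 0.688 to 0.820), 0.744 in myelocytes (151 assays; 0.664 to 0.807) and 0.881 in granulocytes (166 assays; 0.842 to 0.911). These are regressions across assays within a pair of samples, not across replicates. The slopes were 0.79, 0.79, 0.78 and 0.88 cycles per cycle, and with only the assays under a cytoplasmic CT of 30 they were 1.05, 1.01, 1.10 and 1.00. Keeping undetermined wells at 40 moved R2 most in LSK (0.662), promyelocytes (0.638) and granulocytes (0.74), and keeping only the assays under a cytoplasmic CT of 30 moved it most in myelocytes (0.806).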

Linear regression analysis of miRNAs showed correlation of the miRNA cytoplasmic and nuclear expression levels (R^2^ = 0.7185-0.8666) suggesting that the low level of nuclear expression (relative to cytoplasmic expression) is predominantly due to low level contamination of the nuclear fraction with cytoplasmic miRNAs.

**Figure 4:**
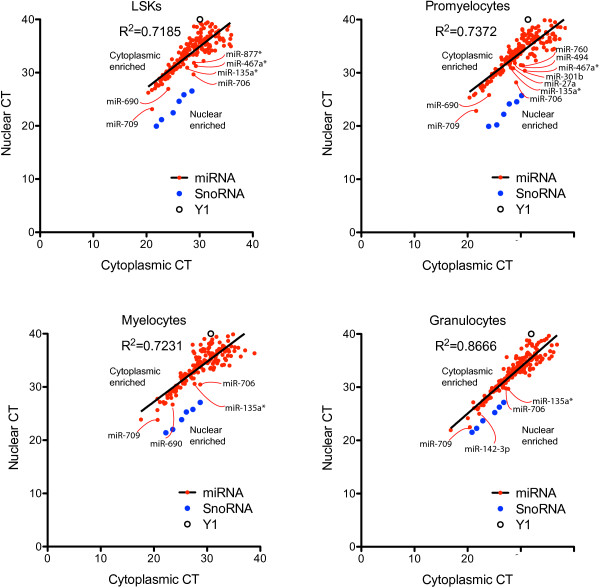
**Cytoplasmic:nuclear expression of miRNAs in primary mouse myeloid cells.** CT data from cytoplasmic and nuclear TLDA miRNA analysis from LSK cells, promyelocytes, myelocytes and granulocytes are shown based on cell equivalent volumes to detect nuclear-enriched miRNAs. Solid line indicates linear regression analysis of miRNA expression with goodness of fit (R^2^) values shown. miRNAs showing decreased nuclear CT (increased nuclear expression) are labelled. Y1 RNA CT (cytoplasmic control) and SnoRNA CT (nuclear control) are also shown.

**Figure 5:**
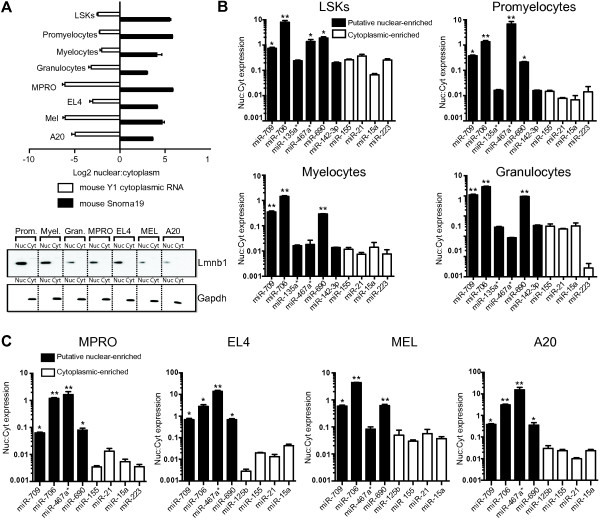
**Nuclear enrichment of miRNAs in primary mouse myeloid cells and hemopoietic cell lines. (A)** RT-qPCR of known nuclear- and cytoplasmic-specific RNA in nuclear and cytoplasmic RNA fractions in mouse primary cells and cell lines. Lower panels show representative western blots for nuclear-specific Lmnb1 and cytoplasmic-specific Gapdh protein in the nuclear and cytoplasmic fractions. Both RT-qPCR and western blotting confirm the range of detection and enrichment of nuclear and cytoplasmic fractions **(B)** Nuclear-enriched miR-709, miR-706, miR-467a* and miR-690 in primary mouse LSK cells, promyelocytes, myelocytes and granulocytes. **(C)** Nuclear-enriched miRNAs in mouse hemopoietic cell lines, MPRO, EL4, MEL and A20. (* P < 0.05; ** P < 0.01, t-test). Prom; promyelocytes. Myel; myelocytes, Gran; granulocytes.

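Of the 270 named assays, 66 had a nuclear CT under 30 in at least 1 of the 4 stages. This number followed the limit, with 37 assays under a CT of 28 and 110 under a CT of 32.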

In order to determine whether some miRNAs were bona fide nuclear expressed, we focused on the ~60 mature miRNAs that were expressed in the nucleus of at least one cell type with a CT < 30 (Additional file 5). The majority of highly-expressed miRNAs (CT < 30) displayed nuclear: cytoplasmic ratio of <0.1, indicating there was 10-fold more miRNA expression in the cytoplasm compared to the nucleus. 

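Counting each miRNA in each stage where its nuclear CT was under 30, 150 of 179 ratios (83.8%; Wilson 95% interval 77.7% to 88.5%) were under 0.1. By stage these were 38 of 45 in LSK (84.4%), 29 of 40 in promyelocytes (72.5%; 57.2% to 83.9%), 32 of 37 in myelocytes (86.5%) and 51 of 57 in granulocytes (89.5%). The median ratio was 0.0213 in LSK, 0.0534 in promyelocytes, 0.0266 in myelocytes and 0.0568 in granulocytes. Without the divisor of 3, and so with equal amounts of RNA set against the same limit, the share under 0.1 was 40.8%, the largest move of any alternative.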

We performed additional regression analysis of the ratio of nuclear to cytoplasmic expression of miRNAs and found six highly-expressed miRNAs (CT < 30) that trended towards being nuclear-enriched (ratio nuclear: cytoplasmic expression > 0.1) in one or more cell types. 

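A nuclear CT under 30 together with a ratio over 0.1 in at least 1 stage was found for 11 named miRNAs, apart from entries that Additional file 5 marks as removed from miRBase. They include the 6 of the paper, miR-706, miR-467a*, miR-709, miR-690, miR-135a* and miR-142-3p, of which 5 are on card B. The ratios of miR-709 were 0.236 in LSK, 0.423 in promyelocytes, 0.116 in myelocytes and 0.244 in granulocytes; miR-690 had its highest ratio in promyelocytes (0.294) and miR-135a* in granulocytes (0.242), while miR-142-3p passed 0.1 only in granulocytes (0.142). The other 5 miRNAs passed in 1 stage each: miR-760 (0.499), miR-494 (0.361), miR-27a (0.208) and miR-696 in promyelocytes, and miR-744 (0.103) in granulocytes. The ratio of miR-760 was also over 0.1 in LSK (0.360), myelocytes (0.197) and granulocytes (0.188). It did not pass there because its nuclear CT was above 30, from 30.6 in LSK to 32.1 in myelocytes. Nuclear miR-696 had a CT of 29.8 and its cytoplasmic well was undetermined, so that its ratio of at least 392 is a lower bound. Without the divisor of 3, and so with equal amounts of RNA set against the same limit, the number of miRNAs was 54. With a limit of 4 times the median ratio of the stage the number was 8, among them 5 of the 6. From a regression analysis of the ratios and a ratio over 0.1 in at least 1 cell type, the paper reasons that its 6 miRNAs tended towards nuclear enrichment.

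**Figure D3:**
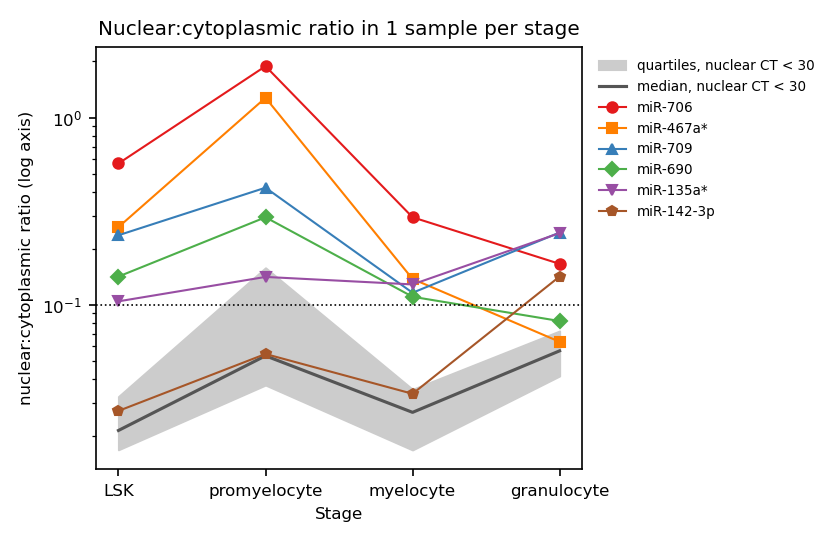
Nuclear:cytoplasmic ratio (log axis) of the 6 miRNAs of the paper in the 4 stages, 1 sample each; the dotted line is the limit of 0.1, and the grey line and band are the median and quartiles of the named assays with a nuclear CT under 30. miR-706 and miR-467a* lie highest in promyelocytes, and miR-142-3p lies under the limit in all stages but granulocytes.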

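The nuclear:cytoplasmic ratio of miR-706 was 0.570 in LSK, 1.89 in promyelocytes, 0.294 in myelocytes and 0.166 in granulocytes, and that of miR-467a* 0.260, 1.28, 0.138 and 0.0635. In promyelocytes miR-706 had a CT of 26.6 in nuclear and 29.1 in cytoplasmic RNA, and miR-467a* a CT of 28.8 and 30.8. Divided by the median ratio of the stage, miR-706 was 26.7-fold above it in LSK, 35.3-fold in promyelocytes, 11.0-fold in myelocytes and 2.92-fold in granulocytes, and miR-467a* 12.2-fold, 23.9-fold, 5.16-fold and 1.12-fold. Divided instead by the median ratio of the 6 control assays, which was also highest in promyelocytes, both were highest in granulocytes: miR-706 came to 0.164 of it in LSK, 0.0822 in promyelocytes, 0.107 in myelocytes and 0.226 in granulocytes, and miR-467a* to 0.0748, 0.0557, 0.0503 and 0.0867.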

Amongst these 6 miRNAs, miR-706 and miR-467a* (now renamed miR-467a-3p) had nuclear:cytoplasmic ratios > 1 in promyelocytes (Additional file 5).We next performed individual Taqman miRNA RT-qPCR assays to validate the nuclear enrichment of these six miRNAs (miR-706, miR-467a*, miR-709, miR-690, miR-135a* (now renamed miR-135a-1-3p) and miR-142-3p) compared to that of highly cytoplasmic-enriched control miRNAs identified in the TLDA assays in (Figures 4 and 5B). Three of these (miR-706, miR-709 and miR-690) were found to be enriched in the nucleus of all four cell types studied (ratio nuclear:cytoplasmic expression was significantly greater that of the mean nuclear-cytoplasm of controls, p < 0.05). Expression of miR-467a*, interestingly, was enriched only in the nucleus of LSK and promyelocytes, while expression of miR-135* and miR-142-3p did not appear to be nuclear-enriched in any myeloid population (Figure 5B).

### Nuclear expression of miR-709, miR-706, miR-690 and miR-467a* in hemopoietic cell lines

In order to characterize the extent of the nuclear expression of these miRNAs, we analyzed the expression of miR-709, miR-706, miR-690 and miR-467a* in four mouse hemopoietic cell lines: MPRO, EL4, MEL and A20. The purity of the subcellular fractions was confirmed using RT-qPCR (Figure 5A), as described above. The nuclear:cytoplasmic expression of miR-709, miR-706 and miR-690 was significantly greater in the nucleus of all four cell lines compared to cytoplasmic-enriched control miRNAs (p < 0.05) (Figure 5C). miR-467a* was significantly enriched in the nucleus of MPRO, EL4 and A20 (p < 0.05) (Figure 5C).

### Predicted pri-miRNA targets of nuclear-enriched miR-709, miR-706, miR-467a* and miR-690

A previous study has shown that miR-709 is nuclear-enriched and targets other pri-miRNAs in the nucleus, thereby downregulating the expression of their mature forms [31]. Therefore, these nuclear-enriched miRNAs detected in hemopoietic cells may act as negative regulators of other miRNAs. We predicted pri-miRNA targets of the four nuclear-enriched miRNAs: miR-709, miR-706, miR-467a* and miR-690 during mouse granulopoiesis using RNAhybrid [41]. We correlated the expression of nuclear-enriched miRNAs with the expression of mature miRNAs (in the cytoplasm), in cases where their primary transcripts were predicted targets of each of the four nuclear-enriched miRNAs. We only considered candidates that were predicted to hybridize with respective nuclear-enriched miRNAs with a minimum free energy (MFE) of < -30 kcal/mol, and a high probability of binding as determined using RNAcalibrate (p < 0.05) [41]. Upregulation of miR-709 from promyelocytes to granulocytes correlated with the downregulation of mature miR-20b and miR-92a (Figure 6A); putative binding sites of both pri-miRNA-20b and 92a demonstrated near perfect complementarity to mature miR-709 (Figure 6B). 

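Nuclear miR-709 had a CT of 21.3 in promyelocytes, 22.2 in myelocytes and 20.9 in granulocytes, a rise of 0.37 on the log2 scale from the first to the last. This rise is without scaling. It was smaller than the median nuclear change of 1.79 among 60 miRNAs with a CT under 30 in each fraction in promyelocytes or granulocytes. In whole cell RNA the log2 fold change of miR-709 from promyelocytes to granulocytes was -0.11 with the constants of Additional file 1, 0.32 without scaling and -0.61 with the mean CT of the mouse assays, so that its direction depends on the scaling. Cytoplasmic miR-20b fell by 1.84 on the log2 scale and miR-92a fell by 0.73; Mir20b and Mir92-2 lie within 5 neighbouring genes in the reference annotation. Of the 23 miRNAs that Figure 6A lists with miR-709, 17 had a lower cytoplasmic CT in granulocytes than in promyelocytes and 6 a higher CT, with a median log2 change of 1.51.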

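From promyelocytes to granulocytes nuclear miR-706 fell by 1.58 on the log2 scale, and its nuclear CT was 28.9 in myelocytes and 28.2 in granulocytes. Cytoplasmic miR-706 rose by 1.93 over the same stages, while its whole cell CT went from 28.6 to 29.2. The median log2 ratio of the 6 control assays changed by -4.97 between these stages. The 7 miRNAs that Figure 6A marks as inverse to miR-706 all rose in cytoplasmic RNA, from 1.52 for miR-532-3p and 1.71 for miR-185 to 3.68 for miR-194 and 3.91 for miR-192; 5 of the 7 had a cytoplasmic CT under 30 in either stage. Rises of this kind were common: of 110 named assays with a cytoplasmic CT under 30 in either stage, 80 rose and 30 fell, with a median log2 change of 1.31. In the reference annotation Mir194-2 and Mir192 are adjacent genes.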

Downregulation of nuclear-enriched miR-706 from promyelocytes to granulocytes occurred in conjunction with the upregulation of 7 mature miRNAs (Figure 6A). Of these 7 miRNAs, miR-142 and miR-192 possessed putative binding sites in their primary transcripts that demonstrated near perfect binding to mature miR-706 (Figure 6B). 

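From promyelocytes to granulocytes, nuclear miR-690 fell by 0.79 and nuclear miR-467a* fell by 1.85 on the log2 scale, while cytoplasmic miR-690 rose by 1.05 and cytoplasmic miR-467a* by 2.48. Figure 6A lists miR-706 and miR-365 with miR-690, and both rose in cytoplasmic RNA; the cytoplasmic well of miR-365 was undetermined in promyelocytes, so that its rise of 10.61 rests on a value of 40. Of the miRNAs listed with miR-467a*, cytoplasmic miR-101b fell by 1.49 and miR-669a rose by 1.22, the latter at a CT above 30 in both stages.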

The expression of nuclear-enriched miR-690 and miR-467a* did not show anti-correlation with that of mature miRNAs processed from their putative pri-miRNA targets (Figure 6A).

**Figure 6:**
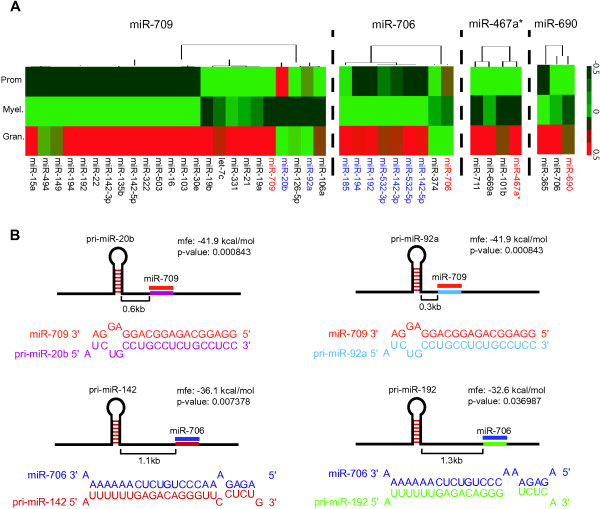
Predicted pri-miRNA targets of nuclear-enriched miR-709, miR-706, miR-467a* and miR-690 during mouse granulopoiesis. (A) Heatmaps showing differential expression of nuclear miRNAs (name in red) in promyelocytes, myelocytes and granulocytes together with the expression of mature miRNAs (name in black; inverse correlated in blue), processed from predicted pri-miRNAs targets of respective nuclear-enriched miRNAs. **(B)** Putative binding site for miR-709 on pri-miR-20b and pri-miR-92a, and miR-706 on pri-miR-142 and pri-miR-192 as predicted by RNAhybrid. Near perfect complementarity between nuclear-enriched miRNA and putative pri-miRNA target was found in each case.

### Validation of miRNA function in the nucleus

In order to study whether miR-706 can target pri-miRNAs (like miR-709) [31], we transfected cell lines with a miRNA inhibitor and examined mature target miRNA levels. Using a labelled miRNA, we achieved >95% transfection efficiency (Figure 7A), although expression was limited to the cytoplasm (Figure 7B). miRNA inhibitors can either bind to and degrade the mature miRNA, resulting in lower miRNA levels by RT-qPCR, or form a stable heteroduplex [42], which can inhibit function while still allowing detection by RT-qPCR. Analysis of miR-706 levels showed no significant decrease in expression, suggesting that this inhibitor may form a heteroduplex (Figure 7C). However, inhibition of miR-706 function did not lead to a significant increase in the expression of predicted miRNA targets in MEL cells (Figure 7C). Analysis of miR-706 knockdown in MPRO cells showed a ~1.5-fold increase in miR-192 levels, however this increase was not statistically significant (Figure 7C).

**Figure 7:**
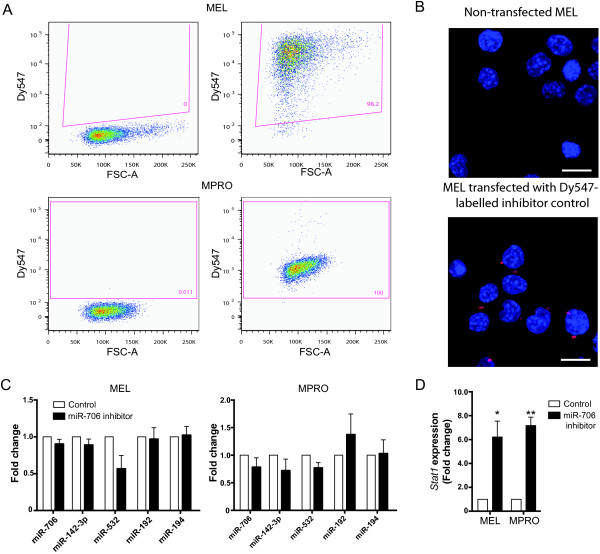
**The effect of miR-706 inhibition on the expression of putative target miRNAs and mRNAs in MEL and MPRO cells. (A)** Representative plots showing high efficiencies of transfection of Dy547-labelled inhibitor control in MEL and MPRO cells (right) compared to non-transfected controls (left), indicating that miR-706 hairpin is likely to be transfected at similar high efficiencies. **(B)** Immunofluorescent microscopy of MEL cells showing cytoplasmic localization of transfected inhibitor control (red), with nuclei counterstained by Hoechst 33342 (blue). **(C)** Expression of miR-706, miR-142-3p, miR-532, miR-192 and miR-194 in cells transfected with miR-706 hairpin inhibitor compared to control. **(D)** Expression of *Stat1* in MEL and MPRO cells transfected with miR-706 inhibitor and control. (*P < 0.05; **P < 0.01, t-test).

We also considered that miRNAs may be retained in the nucleus to prevent them from targeting mRNAs in the cytoplasm. Relevant to our study, miR-709 has previously been shown to target Myc, which is downregulated during myeloid cell differentiation [43]. 

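The CT of cytoplasmic miR-709 was 21.0 in LSK, 21.6 in promyelocytes, 20.7 in myelocytes and 20.4 in granulocytes. Its log2 change from promyelocytes to granulocytes was 1.17, in cytoplasmic samples whose named assays under a CT of 30 changed by a median of 1.31. The whole cell granulocyte sample lists the same CT for miR-709, 20.432, as the cytoplasmic granulocyte sample. Whether this is a coincidence or a copied value cannot be told from these data. The whole cell and cytoplasmic changes of miR-709 to granulocytes rest on it.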

We observed higher expression of cytoplasmic miR-709 in granulocytes (CT: 20.432) compared to promyelocytes (CT: 21.599) (Additional file 5) suggesting that a greater amount of miR-709 may be present in mature granulocytes to sequester Myc expression. miR-706 has previously been shown to regulate the expression of myeloid transcription factor *Stat1*[44]. We therefore determined its expression in myeloid cell lines MEL and MPRO following inhibition of miR-706. Knockdown of miR-706 resulted in a significant upregulation of *Stat1* by 6 to 8-fold in both cell lines, indicating its role in the regulation of this transcription factor (P < 0.05) (Figure 7D). It is therefore possible that retention of miR-706 in the nucleus, which would result in decreased cytoplasmic miR-706 expression, may act to fine-tune expression of target genes such as *Stat1*.

## Discussion

Previous studies have shown the involvement of several miRNAs in granulopoiesis including miR-223 [14], miR-34a [45], and miR-146a [16]. However, a systematic expression profiling of miRNAs and their mRNA targets across successive populations of myeloid cells at defined stages of granulopoiesis is lacking. Comprehensive miRNA expression profiling of human granulocytic differentiation was recently published, and showed that the potential roles of many miRNAs in granulopoiesis, either individually or as a group, are currently ignored [19,20].

Our study sought to provide the first comprehensive characterization of miRNA expression across carefully purified cells at progressive stages of murine granulopoiesis. In addition, we correlated miRNA expression with their predicted and confirmed mRNA targets to determine the possible role of differentially expressed miRNAs during granulopoiesis.

Amongst miRNAs that showed differential expression between mouse promyelocytes and granulocytes, we noted many that have been shown to be associated with hematological malignancies (Figure 2A). 

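In whole cell RNA the log2 fold change from promyelocytes to granulocytes was 2.78 for miR-15a and 1.97 for miR-29c. The log2 fold change of miR-29b was 0.80, at a CT above 30 in every stage. In the opposite direction, miR-17 fell by 1.11, miR-19a fell by 1.12 and miR-20a fell by 1.60 on the log2 scale. These directions were the same without scaling, with the mean CT of the mouse assays and with the 6 control assays.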

Several miRNAs that were upregulated during granulopoiesis (miR-15a, miR-16 and miR-29) have previously been shown to be downregulated in acute myeloid leukemia [46,47]. miRNAs that were downregulated during granulopoiesis, including miR-17, miR-19a and miR-20a, were amongst those previously shown to be upregulated in leukemia [48]. These data suggest the control of miRNA expression is crucial in ensuring proper cell differentiation, and failure of this control may lead to, or contribute to, cancer.

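From promyelocytes to granulocytes the log2 fold change in whole cell RNA was 5.80 for miR-139-5p, 2.84 for miR-26b, 2.25 for miR-26a, 2.17 for miR-195, 1.96 for miR-140, 1.67 for miR-24 and 1.10 for miR-106b. miR-93 and miR-191 rose by 0.57 and 0.30 between these stages, and miR-19b fell by 0.64; with the mean CT of the mouse assays as the constant miR-191 changed by -0.21. Of the 11 miRNAs that also include miR-19a, 10 differed by 2-fold or more between some pair of stages; miR-191 did not.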

Many miRNAs that we identified as being differentially expressed in granulopoiesis were not previously implicated in this process including miR-19a, miR-19b miR-24, miR-26a, miR-26b, miR-93, miR-106b, miR-191, miR-139-5p, miR-140 and miR-195 (Figures 2A and 3, Additional file 1). Notably, several miRNAs shared common predicted targets with miRNAs that are known to be important for granulopoiesis (Additional file 3). For example, miR-106b and miR-194 were predicted to target the transcription factor gene, *Mef2c,* which is a confirmed target of miR-223 [14,49]. Repression of *Mef2c* is important for early granulopoiesis and may also be involved in the regulation of granulocyte activation [14]. Expression of miR-106b and miR-194 may act in concert with that of miR-223, which may explain a previous observation whereby granulopoiesis was not completely impaired in miR-223 null mice [14].

A recent study reported a plethora of differentially expressed miRNAs during human granulopoiesis, many of which were predicted *in silico* to target key transcription factors such as *Runx1* and *Pu.1*[20]. Our stringent analysis that considered anti-correlation between miRNA and mRNA target expression did not reveal any miRNAs predicted to regulate key transcription factors such as *Cebpα*, *Pu.*1 or *Runx1* during granulopoiesis, suggesting that essential transcription factors are not likely to be directly regulated by miRNAs during this process (data not shown). However, the transcription factor *Myb* was downregulated with concurrent overexpression of miR-15b, miR-16, miR-150 and miR-195 (Figure 3 and Additional file 3). 

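The log2 fold change of miR-15b from promyelocytes to granulocytes was 2.31 and that of miR-150 was 2.51, and both stayed above 1 under each of the other scalings. miR-150 was highest in LSK, with a CT of 25.1 against 28.8 in promyelocytes and 25.8 in granulocytes, and fell by 3.90 on the log2 scale from LSK to promyelocytes. The mRNA arrays that measured Myb were not used here.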

*Myb* is involved in hemopoietic progenitor proliferation [50], and may need to be downregulated to allow terminal differentiation of granulocytes. We also observed downregulation of transcription factors such as *Mga* and *Tcf4*, and myeloid leukemia related genes including *Pml*, *Abl1*, and *Bcl11a* in terminally differentiated granulocytes in conjunction with the expression of a group of granulocyte-enriched miRNAs (Figure 3). Future studies are required to determine whether downregulation of these genes is important for normal granulopoiesis and whether they are regulated by miRNAs.

Several members of the polycistronic miR-17-92 cluster and the homologous miR-106a-92 cluster (miR-17, miR-19a, miR-20a, miR-92a and miR-106a) were expressed at the highest levels in promyelocytes (Figure 3B). These miRNAs are known to have oncogenic potential and are overexpressed in hematological malignancies [48,51,52]. 

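All 5 miRNAs had their lowest scaled CT in promyelocytes. The margin over the next stage on the log2 scale was 0.95 for miR-17, 0.85 for miR-19a, 0.70 for miR-106a, 0.66 for miR-20a and 0.03 for miR-92a, so that none of the 5 passed 2-fold over every other stage. With the mean CT of the mouse assays or the 6 control assays as the constant, miR-92a was higher in LSK than in promyelocytes. From promyelocytes to granulocytes miR-92a fell by 1.18 and miR-106a fell by 1.17 on the log2 scale.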

Overexpression of these miRNAs is also known to confer a stem cell-like phenotype [51]. 

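In whole cell RNA the log2 fold change from LSK to promyelocytes was 1.06 for miR-17, 1.71 for miR-19a, 1.97 for miR-20a and 0.94 for miR-106a. In cytoplasmic RNA the raw CT of all 4 was lower in LSK than in promyelocytes: 21.0 against 21.5 for miR-17, 23.0 against 23.7 for miR-19a, 22.6 against 22.8 for miR-20a and 22.0 against 22.4 for miR-106a. The direction in this fraction rests on the scaling: the median log2 fold change of the 6 miRNAs of the cluster was 1.27 after scaling with the last 3 assays of card B, which follow nuclear RNA in the cytoplasmic fraction if they are the SnoRNAs of Figure 4.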

While our data was consistent with others in that these miRNAs were highly expressed in early developmental lineages [51], it was surprising that their expression levels were lower in LSK compared to promyelocytes. These data are the first to indicate that the miR-17-92 polycistron is predominantly over-expressed in promyelocytes during granulopoiesis. In relation to leukaemia, overexpression of miR-17-92 may reflect accumulation of blast cells and promyelocytes in myeloid malignancies such as acute and chronic myeloid leukemia [53]. Furthermore, we and others have previously shown that miR-17-92 expression is downregulated following imatinib treatment in chronic myeloid leukaemia patients [54,55]; this observation may reflect the normalization of blood cell proportions following hematological response after treatment [56]. In line with previous reports [57,58], we detected downregulation of confirmed miR-17-92 targets including *Pten* and *E2f2* in promyelocytes compared to granulocytes (Additional file 3), although the significance of this observation in the context of granulopoiesis remains unclear.

Consistent with others [59-61], we found the highest expression of miR-125a, mir-125b, let7d and let7e in LSK and promyelocytes compared to differentiated cells (Additional file 1). In addition, our present data indicate the downregulation of miR-17-92 and let-7 families in LSK compared to promyelocytes, in conjunction with the overexpression of their reciprocal targets including hepatic leukemia factor (*Hlf*), V-myc myelocytomatosis viral related oncogene (*Mycn*) and krüppel-like factor 12 (*Klf12*) (Additional file 4). 

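In whole cell RNA miR-125a-5p had a CT of 28.8 in LSK and 34.1 to 35.4 in the other stages, and it fell by 6.28 on the log2 scale from LSK to promyelocytes; miR-125b-5p fell by 2.29 in this step and by 1.57 from promyelocytes to granulocytes. let-7d rose by 1.11 from LSK to promyelocytes and fell by 1.20 from promyelocytes to granulocytes. let-7e differed by at most 0.47 on the log2 scale between any pair of stages, with LSK and promyelocytes 0.01 apart; with the mean CT of the mouse assays its change from LSK to promyelocytes was -0.33.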

*Hlf* is a transcription factor that can confer anti-apoptotic effects and prevent premature death of hemopoietic stem cells [62]. *Mycn* is an oncogene which is important for the proliferation and homeostasis of stem cells [63]. The role of the transcription factor, *Klf12* in stem cell development is as yet unknown. However, other members of krüppel-like factor family such as *Klf*4 and *Klf*5 are key players in embryonic stem cell renewal and somatic cell reprogramming [64,65]. Whether *Klf12* has a role similar to *Klf*4 and *Klf*5 remains to be elucidated.

We have also carefully purified the nuclear and cytoplasmic RNA from four populations of murine primary hemopoietic cells to study the localization of miRNAs in these cells. This step is important given the recent reports of nuclear-enriched miRNAs that could possibly be involved in non-canonical functions [32,33]. These miRNAs are unlikely to regulate gene expression by targeting the 3′ UTR of target mRNAs but may target the promoter of genes [32,33], or other pri-miRNAs [31]. Alternatively, these miRNAs may be retained in the nucleus to prevent them from downregulating a potential target mRNA in the cytoplasm [23].

It is important to consider the fact that perfect nuclear/cytoplasmic fractionation is technically difficult and thus rigid analysis is required to obtain meaningful data [30]. We only considered the highly expressed miRNAs in each sample (expression was detected below 30 cycles of RT-qPCR amplification in at least one cell type) to minimize possible false positive results. Furthermore, by using cell equivalent volumes, and comparing to the mean expression of cytoplasmic enriched miRNAs, we further reduced false positive results. Our discovery of four nuclear-enriched miRNAs is similar to a recent study in primary mouse liver, where three nuclear-enriched miRNAs were found [31]. These data suggest that the majority of miRNAs are acting in a canonical manner by targeting the 3′UTR of granulopoiesis-regulating genes. It is also noteworthy that the majority (73%) of the differentially expressed miRNAs are conserved between mouse and human (Figure 2B and Additional file 2), and this could mean they are likely to have common canonical mRNA targets [66].

All four nuclear-enriched miRNAs, miR-709, miR-706, miR-690 and miR-467a* in hemopoietic cells are mouse specific miRNAs. It is interesting to note the enrichment of miR-706 and miR-467a* in the nucleus of primary mouse hemopoietic cells and cell lines because these miRNAs have not been reported as being nuclear-enriched in other cell types [23-31]. Notably, the primary transcript of miR-142-3p, a miRNA recently found to be important in promoting granulopoieisis, was amongst the putative targets of miR-706 (Figure 6B). In contrast to the previous finding in mouse liver, we did not observe an anti-correlation between the expression of nuclear miR-709 and cytoplasmic miR-15a/16 in myeloid cells. 

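Cytoplasmic miR-15a had a CT of 31.6 in promyelocytes, 28.6 in myelocytes and 29.0 in granulocytes, and cytoplasmic miR-16 a CT of 23.2, 20.7 and 20.0. From promyelocytes to granulocytes both rose, by 2.60 and 3.12 on the log2 scale. By its unscaled CT, nuclear miR-709 was lower in myelocytes and higher in granulocytes than in promyelocytes. Its rise in granulocytes was smaller than the median rise of nuclear miRNAs.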

We discovered two other predicted pri-miRNA targets of miR-709 based on our *in silico* analysis using RNAhybrid and anti-correlation of miRNA expression. This result suggests that interaction between this nuclear-enriched miRNA and its pri-miRNA targets may be cell type specific. Inhibition of miR-706 in MEL and MPRO cells, however, did not result in significant accumulation of predicted miRNA targets, indicating either these miRNAs are not the actual targets or nuclear miR-706 may not function by targeting pri-miRNA transcripts. Alternatively, since the miRNA inhibitor was expressed in the cytoplasm, it is possible that there was little to no reduction in nuclear miR-706 expression levels in these cells. Whether miR-706 and other nuclear-enriched miRNAs target pri-miRNAs during hemopoiesis remains to be determined.

miRNAs may also be retained in the nucleus to fine-tune the expression of their mRNA target(s). Apart from the validated role of miR-709 in regulating the expression of *Myc*, knockdown of miR-690 has recently been shown to increase the expression of a key myeloid transcription factor *Cebpα*[67]. Consistent with others [44], we have shown that miR-706 regulates the expression of *Stat1*; a transcription factor involved in myeloid differentiation. The retention of miR-709, miR-690 and miR-706 in the nucleus may be important to control the expression of transcription factors or other proteins during granulopoiesis.

## Conclusions

Overall, we have provided a comprehensive characterization of miRNAs and mRNA target expression during mouse granulopoiesis, as well as examining the global nuclear and cytoplasmic abundance of miRNAs during granulopoiesis. Furthermore, we have examined the nuclear and cytoplasmic expression of miRNAs in mouse primary myeloid cells and hemopoietic cell lines. We showed that miRNAs are predominantly expressed in the cytoplasm of primary myeloid cells from mouse and thus, they are likely to induce canonical post-transcriptional gene silencing by targeting 3′UTRs. There were four nuclear-enriched miRNAs that are ubiquitously present in mouse hemopoietic cells, including two miRNAs, miR-467a* and miR-706 that have never been reported to be nuclear-enriched. These miRNAs may be constrained to the nucleus to fine-tune the expression of their mRNA targets. We have also provided a comprehensive profiling of miRNAs and their targets in the course of murine granulopoiesis, which highlights clusters of miRNAs that may be regulating this process. Conditional knockout of Dicer-1 in myeloid progenitors has recently been described [68]. Dicer-1 depletion leads to neutrophil dysplasia with marked loss of expression of a large number of miRNAs. Amongst these are those differentially regulated in our study including miR-16, miR-19a, miR-26a, miR-26b, miR-139, miR-195 and miR-223. The roles of many of these miRNAs and their targets in granulopoiesis are currently unknown and are therefore interesting candidates for future studies.

## Materials and Methods

### Primary cells and cell lines

Bone marrow was harvested from the femur, tibia and spine of C57BL/6 mice as previously described [69-71]. Primary mouse hemopoietic stem/progenitor cells (Lin^-^Sca1^+^cKit^+^; LSK), promyelocytes, myelocytes and granulocytes were isolated using established fluorescence–activated cell sorting (FACS) protocols [71-73]. For the isolation of LSK cells, bone marrow cells were incubated with lineage specific antibodies (B220, Ter119, CD3, Gr-1, CD11b; BioLegend), conjugated to biotin, together with anti–Sca1–fluorescein isothiocyanate (FITC; Biolegend) and anti–cKit–phycoerythrin (PE; Becton Dickinson). Antibodies used for the isolation of promyelocytes, myelocytes and granulocytes were lineage specific antibodies (B220, CD19, CD3, Sca1; BioLegend), conjugated to biotin, together with anti–Gr–1–FITC (Biolegend), anti–cKit–PE (Becton Dickinson), anti–CD34–Alexafluor 647 (eBioscience) and anti–CD16/32–PerCP/Cy5.5 (Becton Dickinson) antibodies. Cells were washed twice in PBS with 2% (v/v) FCS and incubated with streptavidin–APC–Cy7 (Biolegend). Control stains for FITC, PE, PerCP/Cy5.5, Alexafluor 647 and APC–Cy7 were used to determine compensation settings and gating for each population. The FACS gating strategies for the four cell types are shown in Figure 1A and B.Purity of over 84% was achieved for all cell types (Figure 1C). Morphological confirmation of promyelocytes, myelocytes and granulocytes was performed following May-Grünwald Giemsa staining of cells spun onto poly-L-lysine slides (Figure 1D).

MEL and EL4 cells were grown in Dulbecco’s Modified Eagle's Medium (DMEM) supplemented with 10% fetal calf serum (FCS). A20 cells were maintained in RPMI 1640 media containing 10% FCS. MPRO cells were maintained in DMEM media supplemented with 5% FCS plus 10% BHK-HM5 conditioned medium. All growth media was supplemented with 5 U/mL penicillin, 5 μg/ml streptomycin sulfate and 2 mM L-glutamine.

### Preparation of nuclear, cytoplasmic and total RNA

Nuclear and cytoplasmic fractions were separated using the PARIS kit (Ambion) with RNAse inhibitors to minimize RNA degradation. RNA was extracted from either the nucleus, cytoplasm or whole cells using Trizol (Invitrogen) according to the manufacturer’s instructions. Purity of the nuclear and cytoplasmic RNA was confirmed by comparing the abundance of snoRNA or Y1 cytoplasmic RNA using quantitative PCR (qPCR) as previously described [26,29].

### Western blot to assess the purity of the nuclear and cytoplasmic fractions

Nuclear and cytoplasmic cell lysates were loaded onto precast SDS-PAGE gels (Invitrogen) and transferred onto PVDF membranes. Membranes were blocked with 5% skim milk and incubated overnight at 4°C with a polyclonal rabbit anti-Lmnb1 antibody (1:5,000; Abcam) or monoclonal mouse anti-Gapdh antibody (1:1,000; Abcam), followed by a HRP-conjugated secondary anti-rabbit or anti-mouse antibody (1:5,000; Chemicon). HRP-conjugated antibodies were detected using enhanced chemiluminescence reagents (Pierce) on a Kodak Imager (Kodak).

### Taqman low-density array

Taqman low-density array (TLDA) was performed using TaqMan® Array Rodent MicroRNA A + B Cards Set v2.0 (Applied Biosystems) as previously described [55]. Samples used were whole cell, cytoplasmic and nuclear RNA from LSK, promyelocytes, myelocytes and granulocytes. Briefly, reverse transcription reaction was performed using rodent Megaplex™ RT primers (Applied Biosystems), which contain a pool of 750 individual miRNA-specific primers, according to the manufacturer’s instructions. Real-time quantitative PCR (RT-qPCR) was then carried out on an ABI 7900HT real-time PCR machine with the LDA thermal cycler block, using pre-defined TLDA thermal cycling conditions. RT-qPCR data were analyzed using SDS 2.3 and RQ Manager Software (Applied Biosystems). 

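Across the named assays with a CT under 40 in both samples of a stage, the squared Pearson's r of whole cell and cytoplasmic CT was 0.923 in LSK (196 assays; 95% interval 0.899 to 0.941), 0.919 in promyelocytes (185 assays; 0.893 to 0.939), 0.932 in myelocytes (193 assays; 0.911 to 0.949) and 0.954 in granulocytes (207 assays; 0.940 to 0.965). Undetermined wells kept at 40 moved these values most, to 0.836, 0.796, 0.884 and 0.888.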

The whole cell and cytoplasmic miRNA CT values correlated with R^2^ values of 0.9126 (LSK), 0.9112 (promyelocyte), 0.9244 (myelocyte) and 0.9406 (granulocyte). Raw data were deposited in the Gene Expression Omnibus database (accession number GSE57624).

### Microarray and data analysis

Differential expression of mRNAs during differentiation of hemopoietic stem/progenitor cells into granulocytes was determined using Affymetrix GeneChip Gene 1.0 ST mouse arrays according to the manufacturers’ instructions. Briefly, 300 ng of total RNA from 3 biological replicates of LSK cells, promyelocytes, myelocytes or granulocytes was used for the synthesis of double-stranded cDNA using random hexamers tagged with a T7 promoter sequence. Amplification of the double-stranded cDNA was then performed using T7 RNA polymerase to produce cRNA. cRNA was subjected to a first-strand cDNA synthesis with incorporation of dUTP residues to produce single-stranded DNA. Fragmentation of single-stranded DNA was subsequently performed using a mixture of uracil DNA glycosylase and apurinic/apyrimidinic endonuclease 1, which can recognize unnatural dUTP residues and induce breakage to the DNA. Single-stranded DNA was assessed using RNA 6000 Nano Chip on an Agilent 2100 Bioanalyzer (Agilent Technologies), and successfully fragmented DNA was labelled with terminal deoxynucleotidyl transferase with a DNA labelling reagent (Affymetrix). Samples were injected into Affymetrix array chips and hybridized at 45°C and 60 rpm for 17 hours in a hybridization oven (Affymetrix). Arrays were stained and washed in the Affymetrix GeneChip Fluidic Station 450 and scanned using Affymetrix GeneChip Scanner 3000 7G.

The arrays were normalized using the justRMA suite of algorithms from Bioconductor (http://www.bioconductor.org/). Genes with a minimal fold change in expression of 2 and a moderated P-Value of 0.05 using empirical Bayes shrinkage were considered significantly differentially expressed as previously reported [74]. Raw data were deposited in the Gene Expression Omnibus database (accession number GSE57624).

### Bioinformatics analyses

mRNA and miRNA expression across samples was compared and negative correlations were determined as previously published [37]. All mRNA/miRNA pairs with significant changes in expression between promyelocytes and granulocytes in opposite directions were considered as potential functional interactors. These pairs were filtered further by requiring a perfect match between the seed region of each miRNA and the 3′UTR of the paired mRNA. These seed matches were either an 8mer match, a 7mer-m8 site or a 7mer-A1 site.

### Taqman PCR assay for miRNA

Quantitative TaqMan*®* MicroRNA Assay (Applied Biosystems) was performed according to the manufacturer’s instructions using primer and probes that specifically detect individual miRNAs of interest. For the measurement of miRNA expression in the nuclear and cytoplasmic fractions, a total of 6 μl was used for each cell-equivalent fraction of nuclear and cytoplasmic RNA. Fold expression of miRNA in the nucleus was calculated as a ratio over its expression in the cytoplasm.

### Prediction of pri-miRNA targets of nuclear-enriched miRNAs

Putative pri-miRNA targets of nuclear-enriched miRNAs were predicted using RNAhybrid (http://bibiserv.techfak.uni-bielefeld.de/rnahybrid) [41]. Primary transcripts of all miRNAs annotated in miRBase were considered in this analysis.

### Inhibition of miR-706 function

MEL and MPRO cells were transfected with the 2′-O-methylated miRIDIAN mmu-miR-706 hairpin inhibitor (Thermo Scientific) or the miRIDIAN miRNA hairpin inhibitor transfection control with Dy547. The optimal concentration of inhibitor for each cell type was determined based on the percentage of Dy547-positive cells measured using a BD Biosciences LSR Fortessa Analyzer following transfection with different concentrations of dye-labelled control. The optimal concentration of inhibitor for MEL and MPRO were 80 and 300 nM respectively. For each transfection reaction, 1x10E5 cells were plated per well in a six-well plate containing 800 μl of antibiotic-free DMEM with 10% FCS. Inhibitor was diluted to a final volume of 185 μl with DMEM, while 4 μl Oligofectamine (Invitrogen) was diluted to 15 μl of DMEM at room temperature for 5 mins. The two mixtures were then combined and incubated for another 20 mins at room temperature before being added to the cells. Transfection mixtures were replaced with fresh DMEM containing 10% FCS after four hours, and incubated for 48 hours prior to harvest. Immunofluorescent microscopy was performed using a Leica SP5 Confocal microscope to determine the localization of Dy547-labelled inhibitor control in transfected cells. Total RNA was extracted and miRNA expression was measured using individual TaqMan® MicroRNA Assays (Applied Biosystems). *Stat1* expression was measured using standard RT-qPCR.

### Statistical analyses

The significance of fold change in miRNA expression was analyzed using the Wilcoxon signed rank test applied to the ΔCT values. Correlation analyses were computed using the Spearman rank correlation test. Student’s t-tests were used to compare the expression ratio of nuclear-enriched miRNAs with cytoplasmic enriched controls. T-tests were also used to compare the expression of *Stat1* in cell lines transfected with miR-706 inhibitors and control. Analyses were performed using GraphPad Prism v.5 (La Jolla, CA, USA). Results were considered significant when *P* value < 0.05.

## Competing interests

The authors declared no competing interests.

## Authors' contributions

JJ-LW, KAL, MG, AC, and JH performed experiments. WR and DG performed bioinformatic analyses. JJ-LW and JH designed the study with input from JEJR and RJT. JJ-LW, RJT, JEJR and JH wrote or edited the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

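Additional file 1 lists 129 miRNAs with a value for each pair of the 4 stages, headed as log2 fold changes. Across the 106 assays already named through Additional file 5, these values lie on a line with a slope of 1.71 against the whole cell CT differences in each of the 6 comparisons, so that a difference of 1 cycle is listed as 1.71. Of the 129 miRNAs, 126 have an absolute value of 1 or more in at least 1 comparison. For granulocytes against promyelocytes, 74 values are above 1 and 38 are below -1.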

Additional file 1 Differential miRNA expression between cell types. Click here for file

Additional file 2 Differentially expressed miRNAs during mouse and human granulopoiesis. 

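Additional file 2 gives fold differences between granulocytes and promyelocytes on a linear scale, with a decrease as a negative number, in mouse cells and, where the human TLDA cards carried the miRNA, in human cells. The mouse values equal the folds from the whole cell CT with a constant of 0.0369 cycles, which is 0.391 cycles less than that of Additional file 1 for the same stages. The file lists 78 miRNAs with a mouse value above 0, of which 70 are above 2 and the smallest is 1.61, and 36 with a value below 0, of which 11 are below -2 and the closest to 0 is -1.05.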

Click here for file

Additional file 3 Differentially expressed miRNAs in granulocytes compared to promyelocytes that have predicted mRNA targets showing inversely correlated expression. Click here for file

Additional file 4 Differentially expressed miRNAs in LSK compared to promyelocytes that have predicted targets showing inversely correlated expression. Click here for file

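Additional file 5 lists the cytoplasmic and nuclear CT of each miRNA in the 4 stages and the nuclear:cytoplasmic ratio that follows from them, where a pair of undetermined wells at 40 gives the inverse of the divisor of 3. In its marked entries, removed from miRBase, the ratio of miR-699 was 0.992 in LSK and that of miR-801 was 0.300 in promyelocytes, both with a nuclear CT under 30.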

Additional file 5 Nuclear to cytoplasmic ratio of mouse miRNAs during granulopoiesis. Click here for file

# Supplementary material for: Identification of nuclear-enriched miRNAs during mouse granulopoiesis
**Source:** J Hematol Oncol. 2014 May 15;7:42. doi: 10.1186/1756-8722-7-42
**Supplement:** Additional file 1 — Differential miRNA expression between cell types.

**Additional file1- Differential miRNA expression between cell types**

| mirName         | Log 2 fold change |                        |                       |               |                           |                 |
|-----------------|-------------------|------------------------|-----------------------|---------------|---------------------------|-----------------|
|                 | Promyelocyte/LSK  | Myelocyte/Promyelocyte | Granulocyte/Myelocyte | Myelocyte/LSK | Granulocyte/ Promyelocyte | Granulocyte/LSK |
| mmu-let-7a      | 2.064918689       | -0.007060282           | -2.102186035          | 2.057858407   | -2.109246317              | -0.044327628    |
| mmu-let-7c      | 0.898177232       | -0.915836484           | -1.066222192          | -0.017659252  | -1.982058677              | -1.083881444    |
| mmu-let-7d      | 1.903540823       | -0.699241404           | -1.354274845          | 1.204299419   | -2.053516249              | -0.149975426    |
| mmu-let-7e      | 0.010769921       | -0.100057696           | -0.695258242          | -0.089287775  | -0.795315938              | -0.784546017    |
| mmu-let-7g      | 1.447272259       | 1.273534627            | 0.231467829           | 2.720806886   | 1.505002456               | 2.952274715     |
| mmu-let-7i      | 2.49503173        | -0.508801846           | -1.006389297          | 1.986229884   | -1.515191143              | 0.979840587     |
| mmu-miR-101a    | 0.958522981       | -1.639985467           | -0.821762078          | -0.681462486  | -2.461747545              | -1.503224564    |
| mmu-miR-101b    | 0.964164368       | -2.062234756           | -0.933393165          | -1.098070388  | -2.995627921              | -2.031463553    |
| mmu-miR-103     | 0.424129751       | 2.589858321            | 0.458149026           | 3.013988072   | 3.048007347               | 3.472137099     |
| mmu-miR-106a    | 1.61087249        | -1.204060088           | -0.790990875          | 0.406812402   | -1.995050962              | -0.384178473    |
| mmu-miR-106b    | 0.149753189       | 2.059055065            | -0.177960125          | 2.208808254   | 1.88109494                | 2.030848129     |
| mmu-miR-106b*   | 6.554266291       | 3.09536081             | -1.280423957          | 9.649627101   | 1.814936853               | 8.369203144     |
| mmu-miR-10b     | -1.731222085      | 3.729589499            | 1.825758059           | 1.998367414   | 5.555347558               | 3.824125473     |
| mmu-miR-125a-5p | -10.7347052       | -1.048836463           | 1.453768402           | -11.78354167  | 0.40493194                | -10.32977326    |
| mmu-miR-125b-5p | -3.915293711      | -0.272889287           | -2.403230973          | -4.188182998  | -2.676120261              | -6.591413971    |
| mmu-miR-126-3p  | -5.196572423      | -0.816684829           | 0.266854713           | -6.013257253  | -0.549830117              | -5.74640254     |
| mmu-miR-126-5p  | -4.754834706      | -0.932247793           | -1.396841676          | -5.687082498  | -2.329089469              | -7.083924174    |
| mmu-miR-130a    | -1.791567833      | -3.045887553           | -1.911062673          | -4.837455386  | -4.956950226              | -6.748518059    |
| mmu-miR-130b    | 2.036711753       | -1.199273456           | -0.463106609          | 0.837438296   | -1.662380065              | 0.374331687     |
| mmu-miR-130b*   | 0.011966579       | -1.185255464           | 0.025642669           | -1.173288885  | -1.159612794              | -1.147646215    |
| mmu-miR-135a    | 12.28386434       | 8.348859959            | 1.087591084           | 20.63272429   | 9.436451043               | 21.72031538     |
| mmu-miR-135a*   | 0.584652862       | 0.60631237             | 0.188046242           | 1.190965231   | 0.794358612               | 1.379011473     |
| mmu-miR-135b    | 2.442549733       | 6.161369311            | 2.69196743            | 8.603919044   | 8.853336741               | 11.29588647     |
| mmu-miR-139-3p  | -0.4239588        | 14.92688846            | 3.315426198           | 14.50292966   | 18.24231466               | 17.81835586     |
| mmu-miR-139-5p  | 1.198709317       | 8.358946076            | 1.555313373           | 9.557655393   | 9.914259449               | 11.11296877     |
| mmu-miR-140     | 0.753039724       | 1.804850736            | 1.538902064           | 2.55789046    | 3.343752801               | 4.096792524     |
| mmu-miR-142-3p  | 3.574417159       | 3.174340232            | 0.048721072           | 6.748757391   | 3.223061303               | 6.797478462     |
| mmu-miR-142-5p  | 1.240250442       | 3.671808017            | -0.621920208          | 4.912058459   | 3.04988781                | 4.290138251     |
| mmu-miR-146a    | -3.900591913      | 5.025911911            | -3.324999462          | 1.125319998   | 1.70091245                | -2.199679464    |
| mmu-miR-148a    | 2.905485391       | 1.135918968            | 0.049404876           | 4.041404359   | 1.185323844               | 4.090809235     |
| mmu-miR-149     | 6.472209749       | 2.546607685            | -0.830822488          | 9.018817434   | 1.715785198               | 8.187994947     |
| mmu-miR-150     | -6.658888382      | 5.458589219            | -1.175289013          | -1.200299163  | 4.283300206               | -2.375588176    |
| mmu-miR-155     | -2.635040704      | -2.602782226           | -2.83112165           | -5.237822931  | -5.433903876              | -8.068944581    |
| mmu-miR-15a     | 0.059832895       | 4.528956979            | 0.221894566           | 4.588789874   | 4.750851544               | 4.81068444      |

|               |              |              |              |              |              |              |
|---------------|--------------|--------------|--------------|--------------|--------------|--------------|
| mmu-miR-15a*  | 1.506079448  | 1.368754406  | 0.748765946  | 2.874833853  | 2.117520351  | 3.623599799  |
| mmu-miR-15b   | 0.824155394  | 3.784806714  | 0.171805885  | 4.608962107  | 3.956612598  | 4.780767992  |
| mmu-miR-15b*  | 4.013932512  | 1.305502488  | 0.312840566  | 5.319435     | 1.618343054  | 5.632275566  |
| mmu-miR-16    | 0.717823791  | 3.416065128  | 0.552514049  | 4.133888919  | 3.968579178  | 4.686402969  |
| mmu-miR-16*   | 2.271940506  | 1.315759556  | 1.023997264  | 3.587700062  | 2.339756819  | 4.611697325  |
| mmu-miR-17    | 1.818578112  | -1.629557448 | -0.266854713 | 0.189020663  | -1.896412161 | -0.077834049 |
| mmu-miR-181a  | 0.938179797  | -0.402641194 | -1.376327541 | 0.535538602  | -1.778968735 | -0.840788938 |
| mmu-miR-185   | 3.637498126  | 3.029373674  | -1.323845544 | 6.6668718    | 1.70552813   | 5.343026256  |
| mmu-miR-186   | -1.399747845 | 0.990097655  | 0.80552172   | -0.409650191 | 1.795619375  | 0.39587153   |
| mmu-miR-18a   | 5.015706129  | -1.320135905 | -1.042972839 | 3.695570224  | -2.363108743 | 2.652597385  |
| mmu-miR-191   | 0.507041049  | -0.113733786 | 0.619355941  | 0.393307263  | 0.505622155  | 1.012663204  |
| mmu-miR-192   | 2.350065172  | 2.960480369  | 0.05453341   | 5.310545541  | 3.015013779  | 5.365078951  |
| mmu-miR-194   | -0.0377802   | 4.453738482  | 1.508301812  | 4.415958282  | 5.962040294  | 5.924260095  |
| mmu-miR-195   | 2.256725856  | 2.179233709  | 1.531893068  | 4.435959565  | 3.711126777  | 5.967852633  |
| mmu-miR-196b  | -6.382802309 | -3.361634289 | -4.038720426 | -9.744436597 | -7.400354714 | -13.78315702 |
| mmu-miR-19a   | 2.919674334  | -1.451084469 | -0.458490928 | 1.468589865  | -1.909575398 | 1.010098937  |
| mmu-miR-19b   | 1.958928989  | -0.716165565 | -0.371134901 | 1.242763423  | -1.087300467 | 0.871628522  |
| mmu-miR-200c  | 5.313673947  | 4.08397119   | 1.067589801  | 9.397645137  | 5.151560991  | 10.46523494  |
| mmu-miR-203   | -4.128127866 | -1.789225803 | -0.165822595 | -5.917353669 | -1.955048398 | -6.083176264 |
| mmu-miR-20a   | 3.367566293  | -1.127815884 | -1.611727245 | 2.239750409  | -2.73954313  | 0.628023163  |
| mmu-miR-20a*  | 0.644485757  | -2.417813105 | -0.682095005 | -1.773327348 | -3.09990811  | -2.455422353 |
| mmu-miR-20b   | 0.285830288  | -2.278316983 | -0.390281428 | -1.992486695 | -2.668598411 | -2.382768123 |
| mmu-miR-21    | 1.52608073   | 1.028219756  | -1.66848302  | 2.554300486  | -0.640263264 | 0.885817466  |
| mmu-miR-22    | 2.916426263  | 5.789550605  | 1.639421328  | 8.705976868  | 7.428971933  | 10.3453982   |
| mmu-miR-221   | 2.758809322  | -1.425612751 | -0.10752826  | 1.333196571  | -1.533141011 | 1.225668311  |
| mmu-miR-222   | -3.144304118 | -1.100634655 | -0.409086052 | -4.244938773 | -1.509720707 | -4.654024825 |
| mmu-miR-223   | 7.267303451  | 3.695228322  | 0.778340491  | 10.96253177  | 4.473568813  | 11.74087226  |
| mmu-miR-24    | -0.645853366 | 1.849810883  | 1.011004978  | 1.203957517  | 2.860815861  | 2.214962495  |
| mmu-miR-24-2* | -0.7419279   | 3.194512465  | 1.589845501  | 2.452584564  | 4.784357966  | 4.042430065  |
| mmu-miR-25    | 2.41023997   | 1.28772357   | -0.278308438 | 3.69796354   | 1.009415132  | 3.419655102  |
| mmu-miR-26a   | -0.876808341 | 3.333495733  | 0.506357244  | 2.456687391  | 3.839852977  | 2.963044636  |
| mmu-miR-26b   | -0.17112208  | 4.239194815  | 0.612688847  | 4.068072735  | 4.851883662  | 4.680761582  |
| mmu-miR-26b*  | -0.095732632 | 3.780874838  | 1.09921576   | 3.685142205  | 4.880090598  | 4.784357966  |
| mmu-miR-27a   | 2.932837571  | 2.466773508  | -0.111460136 | 5.39961108   | 2.355313372  | 5.288150943  |
| mmu-miR-27a*  | 2.152274716  | -0.123648952 | 0.670128426  | 2.028625764  | 0.546479475  | 2.69875419   |
| mmu-miR-27b   | 5.283757499  | -0.51102421  | -1.359061477 | 4.772733289  | -1.870085687 | 3.413671812  |
| mmu-miR-28    | -1.864222063 | 3.165621724  | 2.227322262  | 1.301399661  | 5.392943985  | 3.528721922  |

|                 |              |              |              |              |              |              |
|-----------------|--------------|--------------|--------------|--------------|--------------|--------------|
| mmu-miR-296-5p  | -2.14526572  | 6.697813954  | -1.355984356 | 4.552548235  | 5.341829598  | 3.196563878  |
| mmu-miR-297a*   | 3.513045704  | -2.168224456 | 4.054960783  | 1.344821248  | 1.886736327  | 5.399782031  |
| mmu-miR-29a     | -0.091971707 | 1.49816441   | 0.062226211  | 1.406192703  | 1.560390621  | 1.468418914  |
| mmu-miR-29c     | -1.305895675 | 2.428651406  | 0.942282624  | 1.122755731  | 3.37093403   | 2.065038355  |
| mmu-miR-301a    | 1.950552383  | 2.670205352  | 0.020685087  | 4.620757735  | 2.690890438  | 4.641442822  |
| mmu-miR-301b    | 3.19302519   | 2.232570461  | -0.240357288 | 5.425595651  | 1.992213174  | 5.185238364  |
| mmu-miR-30a     | -0.770476739 | 1.934773594  | -0.012308481 | 1.164296855  | 1.922465113  | 1.151988374  |
| mmu-miR-30a*    | -1.733444449 | -0.605731136 | 1.511207982  | -2.339175585 | 0.905476846  | -0.827967604 |
| mmu-miR-30b     | -0.194713336 | 2.427283797  | 1.179904693  | 2.232570461  | 3.607188491  | 3.412475154  |
| mmu-miR-30c     | -0.928435582 | 2.034609054  | 1.172724746  | 1.106173471  | 3.207333799  | 2.278898217  |
| mmu-miR-30d     | -0.128555249 | 1.304818683  | 0.607560313  | 1.176263434  | 1.912378996  | 1.783823747  |
| mmu-miR-30e     | -0.716456182 | 1.209940807  | 0.594055174  | 0.493484624  | 1.80399598   | 1.087539798  |
| mmu-miR-30e*    | 0.292326431  | 1.471325083  | 0.466696583  | 1.763651514  | 1.938021666  | 2.230348096  |
| mmu-miR-31      | -6.769664714 | 5.044032731  | -9.496677126 | -1.725631983 | -4.452644395 | -11.22230911 |
| mmu-miR-320     | -0.692523024 | -2.355928796 | -0.209586084 | -3.04845182  | -2.56551488  | -3.258037904 |
| mmu-miR-322     | -0.749278799 | 3.696083078  | -0.087356027 | 2.946804279  | 3.608727051  | 2.859448252  |
| mmu-miR-322*    | -3.788277022 | 4.524512249  | 1.69412569   | 0.736235228  | 6.218637939  | 2.430360918  |
| mmu-miR-328     | -0.495416372 | 0.925478128  | 1.219736306  | 0.430061756  | 2.145214434  | 1.649798062  |
| mmu-miR-33*     | -17.04040855 | 15.81754384  | 1.53514114   | -1.222864712 | 17.35268498  | 0.312276428  |
| mmu-miR-331-3p  | -2.689745066 | 0.784272495  | -0.064106673 | -1.905472571 | 0.720165822  | -1.969579244 |
| mmu-miR-340-3p  | 0.744321216  | 3.07108575   | 1.346240142  | 3.815406966  | 4.417325892  | 5.161647108  |
| mmu-miR-340-5p  | 2.508365918  | 3.111943069  | 0.924332755  | 5.620308987  | 4.036275825  | 6.544641742  |
| mmu-miR-342-3p  | -1.929183492 | 3.355548428  | -2.157574201 | 1.426364936  | 1.197974228  | -0.731209265 |
| mmu-miR-350     | -1.770540844 | 4.786751282  | 1.579417482  | 3.016210437  | 6.366168764  | 4.595627919  |
| mmu-miR-365     | 0.729106566  | 4.905391365  | 2.568027862  | 5.634497931  | 7.473419227  | 8.202525793  |
| mmu-miR-374     | 0.56926726   | -1.443391669 | -0.05299485  | -0.874124409 | -1.496386519 | -0.927119259 |
| mmu-miR-378     | 1.32316174   | -2.578507166 | -0.796632262 | -1.255345427 | -3.375139428 | -2.051977688 |
| mmu-miR-425     | 0.392332841  | 1.48602688   | 0.20138043   | 1.878359722  | 1.68740731   | 2.079740152  |
| mmu-miR-425*    | 0.011966579  | -0.963018996 | -0.598328952 | -0.951052417 | -1.561347948 | -1.549381369 |
| mmu-miR-466d-3p | -21.71421242 | 0.019949997  | 23.93999612  | -21.69426243 | 23.95994612  | 2.245733698  |
| mmu-miR-467a    | 2.907707755  | -2.033344015 | 5.091437479  | 0.87436374   | 3.058093464  | 5.965801219  |
| mmu-miR-467a*   | 3.342094575  | 0.411428082  | 1.31119516   | 3.753522657  | 1.722623243  | 5.064717818  |
| mmu-miR-467b*   | 2.99164476   | 0.402880526  | 1.907814601  | 3.394525286  | 2.310695127  | 5.302339887  |
| mmu-miR-467c    | 2.650426306  | -5.477496414 | 8.582772389  | -2.827070108 | 3.105275975  | 5.755702282  |
| mmu-miR-484     | 0.228903562  | 1.97802423   | 1.013911147  | 2.206927792  | 2.991935377  | 3.220838939  |
| mmu-miR-494     | 8.536615584  | -4.089373245 | -5.523943836 | 4.447242339  | -9.613317081 | -1.076701497 |
| mmu-miR-503     | -1.136312155 | 5.179596976  | -0.830480585 | 4.043284821  | 4.349116391  | 3.212804236  |

|                |              |              |              |              |              |              |
|----------------|--------------|--------------|--------------|--------------|--------------|--------------|
| mmu-miR-503*   | -3.487403034 | 2.517545993  | 0.865012713  | -0.969857041 | 3.382558707  | -0.104844327 |
| mmu-miR-532-3p | -2.801376153 | 3.377088271  | -0.386349552 | 0.575712118  | 2.990738719  | 0.189362566  |
| mmu-miR-532-5p | -1.680620551 | 3.230754104  | 0.268222322  | 1.550133554  | 3.498976426  | 1.818355875  |
| mmu-miR-574-3p | 1.108959975  | 1.548424042  | 1.810201506  | 2.657384017  | 3.358625549  | 4.467585523  |
| mmu-miR-652    | 1.969186057  | 3.586845306  | -0.251127209 | 5.556031363  | 3.335718097  | 5.304904154  |
| mmu-miR-674*   | -2.323225845 | 1.084975531  | -0.283778874 | -1.238250314 | 0.801196657  | -1.522029188 |
| mmu-miR-690    | 2.948906978  | 0.356723721  | -0.871850759 | 3.305630699  | -0.515127037 | 2.43377994   |
| mmu-miR-699    | -1.217172039 | -4.559830753 | 3.607068825  | -5.777002792 | -0.952761928 | -2.169933967 |
| mmu-miR-706    | 3.383122846  | 0.187482103  | -1.967647496 | 3.570604949  | -1.780165393 | 1.602957453  |
| mmu-miR-709    | 1.345385386  | -0.457003654 | 0.275231318  | 0.888381733  | -0.181772336 | 1.163613051  |
| mmu-miR-720    | 2.709575397  | 0.17038699   | -0.606876508 | 2.879962387  | -0.436489518 | 2.273085879  |
| mmu-miR-744    | 0.922965146  | 2.42318097   | 0.625168279  | 3.346146116  | 3.048349249  | 3.971314396  |
| mmu-miR-744*   | 9.54420154   | 5.449357858  | 2.008675767  | 14.9935594   | 7.458033625  | 17.00223517  |
| mmu-miR-7a*    | 0.567557749  | -0.371528089 | 0.584652862  | 0.19602966   | 0.213124773  | 0.780682521  |
| mmu-miR-801    | 12.40592344  | -9.471256693 | -0.328226168 | 2.934666749  | -9.799482861 | 2.606440581  |
| mmu-miR-805    | 2.574524005  | -7.021527012 | -2.579652539 | -4.447003008 | -9.601179551 | -7.026655546 |
| mmu-miR-872*   | -0.034190226 | -1.887864604 | -1.82746757  | -1.92205483  | -3.715332175 | -3.749522401 |
| mmu-miR-877*   | 1.058187489  | -0.137325042 | -1.424022906 | 0.920862447  | -1.561347948 | -0.503160458 |
| mmu-miR-92a    | 0.050259632  | -1.523738699 | -0.496271128 | -1.473479067 | -2.020009827 | -1.969750195 |
| mmu-miR-93     | 3.53373079   | 1.418159282  | -0.438318695 | 4.951890072  | 0.979840587  | 4.513571377  |
| mmu-miR-93*    | 0.135051392  | 0.859320041  | -0.17266064  | 0.994371433  | 0.6866594    | 0.821710792  |

# Supplementary material for: Identification of nuclear-enriched miRNAs during mouse granulopoiesis
**Source:** J Hematol Oncol. 2014 May 15;7:42. doi: 10.1186/1756-8722-7-42
**Supplement:** Additional file 2 — Differentially expressed miRNAs during mouse and human granulopoiesis.

**Additional file 2- Differentially expressed miRNAs during mouse and human granulopoiesis**

| mirName    | Log2 fold change                  |                                  |
|------------|-----------------------------------|----------------------------------|
|            | Mouse Granulocytest/Promyelocytes | Human Neutrophils/ Promyelocytes |
| miR-340-3p | 7.864745056                       | 1.515309558                      |
| miR-103    | 4.513979917                       | 1.664124317                      |
| mir-16     | 6.556382392                       | 1.772799189                      |
| miR-328    | 3.130297986                       | 2.057627912                      |
| miR-142-5p | 4.517422967                       | 2.191668985                      |
| miR-30e*   | 2.878066645                       | 2.23186548                       |
| miR-191    | 1.610155475                       | 2.234967588                      |
| miR-30c    | 4.815214279                       | 2.312079819                      |
| miR-140    | 5.089062819                       | 2.48983193                       |
| miR-24     | 4.184049733                       | 2.573760883                      |
| miR-26a    | 6.222955804                       | 2.631301474                      |
| miR-29a    | 2.469467531                       | 2.68887123                       |
| miR-26b    | 9.380078523                       | 2.731264635                      |
| miR-194    | 14.71280074                       | 3.120518819                      |
| miR-28     | 11.68106573                       | 3.283802928                      |
| miR-192    | 4.45399519                        | 3.35832866                       |
| miR-200c   | 10.59197708                       | 4.322648347                      |
| miR-223    | 8.046157621                       | 7.709056419                      |
| miR-22     | 26.66915113                       | 13.16081157                      |
| miR-365    | 27.15413497                       | 15.87356324                      |
| miR-93     | 1.95152237                        | 1.027918233                      |
| miR-186    | 2.716595943                       | 1.05823379                       |
| miR-142-3p | 4.846018794                       | 1.172857653                      |
| miR-27a    | 3.408648887                       | 1.178209217                      |
| miR-30b    | 5.662738857                       | 1.18580465                       |
| miR-484    | 4.412511383                       | 1.264940287                      |
| miR-195    | 5.906485714                       | 1.318294542                      |
| miR-331    | 1.756495645                       | 1.340397394                      |

|             |             |              |
|-------------|-------------|--------------|
| miR-15a     | 9.003587743 | 1.445926236  |
| miR-15b     | 6.524647677 | 1.461865306  |
| miR-146a    | 2.614255233 | -6.773903349 |
| miR-532-5p  | 5.419651181 | -1.987091608 |
| miR-30e     | 2.725838333 | -1.694185756 |
| let-29c     | 5.145459791 | -1.539582981 |
| miR-148a    | 2.121081418 | -1.346824433 |
| miR-30a     | 2.859969973 | -1.345211124 |
| miR-25      | 1.975064817 | -1.226034789 |
| let-7g      | 2.414626421 | -1.194142681 |
| miR-30d     | 2.848297813 | -1.169371932 |
| miR-106b    | 2.812396492 | -1.12121046  |
| miR-342     | 2.131989008 | -1.112327048 |
| miR-27a*    | 1.637051831 | NA           |
| mmu-miR-93* | 1.732793817 | NA           |
| miR-135a*   | 1.810138391 | NA           |
| miR-30a*    | 1.893558509 | NA           |
| miR-15b*    | 2.528181431 | NA           |
| miR-425     | 2.599979053 | NA           |
| miR-149     | 2.630067817 | NA           |
| miR-467a*   | 2.637370031 | NA           |
| miR-106b*   | 2.7379574   | NA           |
| miR-297a*   | 2.81883689  | NA           |
| miR-301b    | 2.942005615 | NA           |
| miR-15a*    | 3.095344533 | NA           |
| miR-467b*   | 3.347536996 | NA           |
| miR-16*     | 3.387216025 | NA           |
| miR-301a    | 3.905480345 | NA           |
| miR-532-3p  | 4.410370938 | NA           |
| miR-744     | 4.514605731 | NA           |
| miR-467a    | 4.532477945 | NA           |
| miR-467c    | 4.620022892 | NA           |

|              |              |              |
|--------------|--------------|--------------|
| miR-652      | 5.072510689  | NA           |
| miR-574-3p   | 5.119844524  | NA           |
| miR-503*     | 5.169769651  | NA           |
| miR-322      | 5.666272559  | NA           |
| miR-340-5p   | 6.738838728  | NA           |
| miR-150      | 7.448758559  | NA           |
| miR-503      | 7.650213443  | NA           |
| miR-24-2*    | 9.126742323  | NA           |
| miR-26b*     | 9.487973629  | NA           |
| miR-296-5p   | 11.4414659   | NA           |
| miR-10b      | 12.47614223  | NA           |
| miR-322*     | 16.32600614  | NA           |
| miR-350      | 17.33240563  | NA           |
| mmu-miR-744* | 26.98526594  | NA           |
| miR-135b     | 47.51463362  | NA           |
| miR-135a     | 60.18783426  | NA           |
| miR-139-5p   | 73.05443733  | NA           |
| miR-139-3p   | 2138.672706  | NA           |
| miR-126-5p   | -1.960198831 | -22.80236717 |
| miR-20b      | -2.249493191 | -13.56125758 |
| miR-130a     | -5.689098264 | -12.93423522 |
| let-7c       | -1.702907415 | -9.102439167 |
| miR-155      | -6.902887633 | -7.949832811 |
| miR-20a      | -2.315140902 | -7.759839992 |
| miR-19a      | -1.653588201 | -6.596542701 |
| miR-196b     | -15.32165249 | -3.928087531 |
| miR-18a      | -1.987424424 | -3.914393014 |
| miR-92a      | -1.72931418  | -3.705826699 |
| miR-17       | -1.644786126 | -2.457491124 |
| miR-27b      | -1.627322285 | -2.128841834 |
| miR-320      | -2.157409437 | -2.072202536 |
| miR-378      | -2.995714215 | -1.90503698  |

|              |              |              |
|--------------|--------------|--------------|
| let-7a       | -1.793030464 | -1.87949398  |
| miR-130b     | -1.495885758 | -1.804123467 |
| let-7d       | -1.752968413 | -1.385763516 |
| miR-101a     | -2.068521568 | -1.195559684 |
| miR-19b      | -1.184764239 | -5.345866277 |
| miR-221      | -1.419516875 | -5.295218656 |
| miR-222      | -1.406100779 | -3.266964674 |
| miR-98       | -1.248676708 | -2.721152219 |
| miR-374      | -1.398519141 | -1.110383952 |
| mmu-miR-801  | -40.52948673 | NA           |
| mmu-miR-805  | -37.39827961 | NA           |
| miR-101b     | -2.56845358  | NA           |
| miR-106a     | -1.711901863 | NA           |
| miR-203      | -1.684359393 | NA           |
| mmu-miR-706  | -1.569059433 | NA           |
| miR-181a     | -1.568298305 | NA           |
| mmu-miR-877* | -1.435844982 | NA           |
| let-7i       | -1.409223072 | NA           |
| miR-130b*    | -1.220015942 | NA           |
| mmu-miR-699  | -1.121865716 | NA           |
| let-7e       | -1.052485239 | NA           |
| miR-425*     | -1.435844982 | NA           |

---

Key: NA- Not assessible

in red- miRNAs upregulated during mouse granulopoiesis

in green- miRNAs downregulated during mouse granulopoiesis

# Supplementary material for: Identification of nuclear-enriched miRNAs during mouse granulopoiesis
**Source:** J Hematol Oncol. 2014 May 15;7:42. doi: 10.1186/1756-8722-7-42
**Supplement:** Additional file 3 — Differentially expressed miRNAs in granulocytes compared to promyelocytes that have predicted mRNA targets showing inversely correlated expression.

Additional file 3- Differentially expressed miRNAs in granulocytes compared to promyelocytes that have predicted mRNA targets showing inversely correlated expression

|                 |                 |      |      |          |                           |
|-----------------|-----------------|------|------|----------|---------------------------|
|                 | <i>Btg2</i>     | 3.3  | 23.9 | 3.00E-04 | <a href="#">10357875</a>  |
|                 | <i>Cpd</i>      | 2.67 | 18.2 | 4.00E-04 | <a href="#">10388591</a>  |
|                 | <i>Ell2</i>     | 2.58 | 17   | 5.00E-04 | <a href="#">10406254</a>  |
|                 | <i>Emilin2</i>  | 2.19 | 9.2  | 0.002    | <a href="#">10452648</a>  |
|                 | <i>Ets2</i>     | 2.95 | 14   | 7.00E-04 | <a href="#">10437160</a>  |
|                 | <i>Jhdm1d</i>   | 4.02 | 24.9 | 3.00E-04 | <a href="#">10544148</a>  |
|                 | <i>Pbx1</i>     | 3.4  | 10.8 | 0.001    | <a href="#">103559870</a> |
|                 | <i>Pdha1</i>    | 3.57 | 23.7 | 3.00E-04 | <a href="#">10602865</a>  |
|                 | <i>Plf1</i>     | 3.27 | 17   | 5.00E-04 | <a href="#">10443063</a>  |
|                 | <i>Plk3</i>     | 4.95 | 34.7 | 3.00E-04 | <a href="#">10515399</a>  |
|                 | <i>Ppp1r3b</i>  | 2.19 | 12.9 | 8.00E-04 | <a href="#">10571321</a>  |
|                 | <i>Pten</i>     | 1.73 | 12.4 | 9.00E-04 | <a href="#">10462521</a>  |
|                 | <i>Slc6a6</i>   | 2.18 | 13.4 | 8.00E-04 | <a href="#">10540132</a>  |
|                 | <i>Smad2</i>    | 2.23 | 16.5 | 5.00E-04 | <a href="#">10515994</a>  |
|                 | <i>Zfp516</i>   | 2.4  | 13.1 | 8.00E-04 | <a href="#">10457040</a>  |
| mmu-miR-378 (↓) | <i>Irf1</i>     | 4.9  | 34.3 | 3.00E-04 | <a href="#">10416837</a>  |
|                 | <i>Kbtbd7</i>   | 2.85 | 13.6 | 7.00E-04 | <a href="#">10416653</a>  |
| mmu-miR-494 (↓) | <i>Arhgef12</i> | 2.66 | 10.1 | 0.002    | <a href="#">10582862</a>  |
|                 | <i>Atp7a</i>    | 2.99 | 20   | 4.00E-04 | <a href="#">10601360</a>  |
|                 | <i>Foxj2</i>    | 2.07 | 11.4 | 0.001    | <a href="#">10541532</a>  |
|                 | <i>Gca</i>      | 2.61 | 11.3 | 0.001    | <a href="#">10472350</a>  |
|                 | <i>Kbtbd7</i>   | 2.85 | 13.6 | 7.00E-04 | <a href="#">10416653</a>  |
|                 | <i>Nadk</i>     | 2.22 | 15.3 | 6.00E-04 | <a href="#">10511084</a>  |
|                 | <i>Nfat5</i>    | 2    | 12.3 | 9.00E-04 | <a href="#">10575160</a>  |
|                 | <i>Pten</i>     | 1.73 | 12.4 | 9.00E-04 | <a href="#">10462521</a>  |
|                 | <i>Rnd1</i>     | 2.5  | 16.6 | 5.00E-04 | <a href="#">10432236</a>  |
|                 | <i>Tbc1d8</i>   | 2.7  | 17.7 | 5.00E-04 | <a href="#">10354168</a>  |
|                 | <i>Zfp53</i>    | 2.49 | 14.1 | 7.00E-04 | <a href="#">10575213</a>  |
| mmu-miR-18 (↓)  | <i>Add3</i>     | 2.25 | 13.9 | 7.00E-04 | <a href="#">10463911</a>  |
|                 | <i>Fos12</i>    | 2.97 | 17.1 | 5.00E-04 | <a href="#">10520862</a>  |
|                 | <i>Irf2</i>     | 2.18 | 11.9 | 0.001    | <a href="#">10571705</a>  |
|                 | <i>Lin28</i>    | 3.22 | 13.8 | 7.00E-04 | <a href="#">10508907</a>  |
|                 | <i>Nedd9</i>    | 3.19 | 21.5 | 4.00E-04 | <a href="#">10408850</a>  |
|                 | <i>Nfat5</i>    | 2    | 12.3 | 9.00E-04 | <a href="#">10575160</a>  |
|                 | <i>Notch2</i>   | 2.26 | 12.7 | 9.00E-04 | <a href="#">10494595</a>  |
|                 | <i>Olfml2b</i>  | 4.24 | 15.3 | 6.00E-04 | <a href="#">10351491</a>  |
|                 | <i>Pias3</i>    | 2.4  | 16.7 | 5.00E-04 | <a href="#">10494509</a>  |
|                 | <i>Pten</i>     | 1.73 | 12.4 | 9.00E-04 | <a href="#">10462521</a>  |
|                 | <i>Smad2</i>    | 2.23 | 16.5 | 5.00E-04 | <a href="#">10515994</a>  |
|                 | <i>Upel5</i>    | 2.18 | 13.7 | 7.00E-04 | <a href="#">10446256</a>  |

# Supplementary material for: Identification of nuclear-enriched miRNAs during mouse granulopoiesis
**Source:** J Hematol Oncol. 2014 May 15;7:42. doi: 10.1186/1756-8722-7-42
**Supplement:** Additional file 4 — Differentially expressed miRNAs in LSK compared to promyelocytes that have predicted targets showing inversely correlated expression.

**Additional file 4- Differentially expressed miRNAs in LSK compared to promyelocytes that have predicted targets showing inversely correlated expression**

| MicroRNA name ( LSK/Promyelocytes expression ) | Target mRNAs (LSK/ Promyelocytes expression)                                                      |
|------------------------------------------------|---------------------------------------------------------------------------------------------------|
| mmu-let-7a (↓)                                 | <i>Hlf</i> (↑)<br><i>Klf12</i> (↑)<br><i>Mycn</i> (↑)                                             |
| mmu-let-7d (↓)                                 | <i>Hlf</i> (↑)<br><i>Klf12</i> (↑)<br><i>Mycn</i> (↑)                                             |
| mmu-let-7g (↓)                                 | <i>Hlf</i> (↑)<br><i>Klf12</i> (↑)<br><i>Mycn</i> (↑)                                             |
| mmu-let-7i (↓)                                 | <i>Hlf</i> (↑)<br><i>Klf12</i> (↑)<br><i>Mycn</i> (↑)                                             |
| mmu-miR-106a (↓)                               | <i>Hlf</i> (↑)<br><i>Klf12</i> (↑)<br><i>Mycn</i> (↑)<br><i>Trp53inp1</i> (↑)<br><i>Vldlr</i> (↑) |
| mmu-miR-106b* (↓)                              | <i>Hlf</i> (↑)<br><i>Klf12</i> (↑)<br><i>Mycn</i> (↑)<br><i>Trp53inp1</i> (↑)<br><i>Vldlr</i> (↑) |
| mmu-miR-130b (↓)                               | <i>Arhgef12</i> (↑)<br><i>Hlf</i> (↑)<br><i>Trp53inp1</i> (↑)                                     |
| mmu-miR-142-3p (↓)                             | <i>Arhgef12</i> (↑)                                                                               |
| mmu-miR-148a (↓)                               | <i>Arhgef12</i> (↑)<br><i>Hlf</i> (↑)                                                             |

|                  |                                                                                                        |
|------------------|--------------------------------------------------------------------------------------------------------|
| mmu-miR-149 (↓)  | <i>Prkg1</i> (↑)                                                                                       |
| mmu-miR-15a* (↓) | <i>Cobll1</i> (↑)<br><i>Eya1</i> (↑)<br><i>Prkg1</i> (↑)                                               |
| mmu-miR-15b* (↓) | <i>Cobll1</i> (↑)<br><i>Eya1</i> (↑)<br><i>Prkg1</i> (↑)                                               |
| mmu-miR-17 (↓)   | <i>Hlf</i> (↑)<br><i>Klf12</i> (↑)<br><i>Mycn</i> (↑)<br><i>Trp53inp1</i> (↑)<br><i>Vldlr</i> (↑)      |
| mmu-miR-195 (↓)  | <i>Cobll1</i> (↑)<br><i>Eya1</i> (↑)<br><i>Prkg1</i> (↑)                                               |
| mmu-miR-19a (↓)  | <i>Arhgef12</i> (↑)<br><i>Hlf</i> (↑)<br><i>Klf12</i> (↑)<br><i>Nfatc2</i> (↑)<br><i>Trp53inp1</i> (↑) |
| mmu-miR-19b (↓)  | <i>Arhgef12</i> (↑)<br><i>Hlf</i> (↑)<br><i>Klf12</i> (↑)<br><i>Nfatc2</i> (↑)<br><i>Trp53inp1</i> (↑) |
| mmu-miR-20a (↓)  | <i>Hlf</i> (↑)<br><i>Klf12</i> (↑)<br><i>Mycn</i> (↑)<br><i>Trp53inp1</i> (↑)<br><i>Vldlr</i> (↑)      |
| mmu-miR-21 (↓)   | <i>Arhgef12</i> (↑)                                                                                    |
| mmu-miR-223 (↓)  | <i>Hlf</i> (↑)                                                                                         |
| mmu-miR-27a (↓)  | <i>Eya1</i> (↑)                                                                                        |

|                    |                                                                                                   |
|--------------------|---------------------------------------------------------------------------------------------------|
|                    | <i>Prkg1</i> (↑)<br><i>Rgs1</i> (↑)<br><i>Zfp36</i> (↑)                                           |
| mmu-miR-27a* (↓)   | <i>Eyal</i> (↑)<br><i>Prkg1</i> (↑)<br><i>Rgs1</i> (↑)<br><i>Zfp36</i> (↑)                        |
| mmu-miR-27b (↓)    | <i>Eyal</i> (↑)<br><i>Prkg1</i> (↑)<br><i>Rgs1</i> (↑)<br><i>Zfp36</i> (↑)                        |
| mmu-miR-301a (↓)   | <i>Arhgef12</i> (↑)<br><i>Hlf</i> (↑)<br><i>Trp53inp1</i> (↑)                                     |
| mmu-miR-301b (↓)   | <i>Arhgef12</i> (↑)<br><i>Hlf</i> (↑)<br><i>Trp53inp1</i> (↑)                                     |
| mmu-miR-340-5p (↓) | <i>Angpt1</i> (↑)<br><i>Nfatc2</i> (↑)<br><i>Xrcc5</i> (↑)                                        |
| mmu-miR-494 (↓)    | <i>Arhgef12</i> (↑)<br><i>Hlf</i> (↑)                                                             |
| mmu-miR-93 (↓)     | <i>Hlf</i> (↑)<br><i>Klf12</i> (↑)<br><i>Mycn</i> (↑)<br><i>Trp53inp1</i> (↑)<br><i>Vldlr</i> (↑) |
| mmu-miR-155 (↑)    | <i>Csf1r</i> (↓)                                                                                  |
| mmu-miR-203 (↑)    | <i>Met</i> (↓)                                                                                    |

# Supplementary material for: Identification of nuclear-enriched miRNAs during mouse granulopoiesis
**Source:** J Hematol Oncol. 2014 May 15;7:42. doi: 10.1186/1756-8722-7-42
**Supplement:** Additional file 5 — Nuclear to cytoplasmic ratio of mouse miRNAs during granulopoiesis.

Additional file 5- Nuclear to cytoplasmic ratio of mouse miRNAs during granulopoiesis

|                   |         |         |         |         |         |         |         |         |            |             |             |             |
|-------------------|---------|---------|---------|---------|---------|---------|---------|---------|------------|-------------|-------------|-------------|
| mmu-miR-381       | 40      | 34.6036 | 40      | 40      | 40      | 40      | 40      | 40      | 0.33333333 | 0.007914081 | 0.33333333  | 0.33333333  |
| mmu-miR-466b-3-3p | 40      | 32.508  | 40      | 32.519  | 40      | 40      | 40      | 40      | 0.33333333 | 0.001851663 | 0.33333333  | 0.001865835 |
| mmu-miR-467e*     | 40      | 33.953  | 40      | 33.521  | 40      | 40      | 40      | 40      | 0.33333333 | 0.005041391 | 0.33333333  | 0.003736848 |
| mmu-miR-486       | 40      | 40      | 40      | 33.6425 | 40      | 40      | 40      | 40      | 0.33333333 | 0.33333333  | 0.33333333  | 0.004065187 |
| mmu-miR-495       | 40      | 40      | 40      | 35.2927 | 40      | 40      | 40      | 40      | 0.33333333 | 0.33333333  | 0.33333333  | 0.012759694 |
| mmu-miR-582-5p    | 40      | 35.8746 | 35.2211 | 40      | 40      | 40      | 40      | 40      | 0.33333333 | 0.019098955 | 0.012141896 | 0.33333333  |
| mmu-miR-653       | 40      | 40      | 35.12   | 40      | 40      | 40      | 40      | 40      | 0.33333333 | 0.33333333  | 0.011320155 | 0.33333333  |
| mmu-miR-717       | 40      | 40      | 40      | 36.383  | 40      | 40      | 40      | 40      | 0.33333333 | 0.33333333  | 0.33333333  | 0.027167724 |
| mmu-miR-878-5p    | 40      | 40      | 36.0543 | 40      | 40      | 40      | 40      | 40      | 0.33333333 | 0.33333333  | 0.021632399 | 0.33333333  |
| mmu-miR-497       | 36.2916 | 40      | 40      | 35.2838 | 40      | 40      | 40      | 40      | 0.02549994 | 0.33333333  | 0.33333333  | 0.012681221 |
| mmu-miR-297b-5p   | 36.2218 | 40      | 40      | 40      | 40      | 40      | 40      | 40      | 0.02429558 | 0.33333333  | 0.33333333  | 0.33333333  |
| mmu-miR-879       | 36.1441 | 40      | 40      | 40      | 40      | 40      | 40      | 40      | 0.02127109 | 0.33333333  | 0.33333333  | 0.33333333  |
| mmu-miR-143       | 36.1293 | 35.2452 | 36.2706 | 40      | 40      | 40      | 40      | 40      | 0.02278673 | 0.012346428 | 0.025131446 | 0.33333333  |
| mmu-miR-485*      | 36.108  | 40      | 40      | 34.672  | 40      | 40      | 40      | 40      | 0.02245277 | 0.33333333  | 0.33333333  | 0.008298334 |
| mmu-miR-592       | 36.03   | 40      | 40      | 36.06   | 40      | 40      | 40      | 40      | 0.02127109 | 0.33333333  | 0.33333333  | 0.021718037 |
| mmu-miR-665       | 35.9634 | 40      | 37.3969 | 40      | 40      | 40      | 40      | 40      | 0.02031146 | 0.33333333  | 0.054861486 | 0.33333333  |
| mmu-miR-434-5p    | 35.8388 | 40      | 40      | 40      | 40      | 40      | 40      | 40      | 0.01863085 | 0.33333333  | 0.33333333  | 0.33333333  |
| mmu-miR-101a*     | 35.596  | 40      | 40      | 40      | 40      | 40      | 40      | 40      | 0.015745   | 0.33333333  | 0.33333333  | 0.33333333  |
| mmu-miR-376c      | 35.275  | 40      | 40      | 35.125  | 40      | 40      | 40      | 40      | 0.01260411 | 0.33333333  | 0.33333333  | 0.011359456 |
| mmu-miR-9         | 35.1553 | 40      | 40      | 40      | 40      | 40      | 40      | 40      | 0.01160055 | 0.33333333  | 0.33333333  | 0.33333333  |
| mmu-miR-9*        | 35.154  | 40      | 40      | 40      | 40      | 40      | 40      | 40      | 0.01159011 | 0.33333333  | 0.33333333  | 0.33333333  |
| mmu-miR-182       | 34.9392 | 40      | 33.9858 | 40      | 40      | 40      | 40      | 40      | 0.0099868  | 0.33333333  | 0.005157321 | 0.33333333  |
| mmu-miR-337-5p    | 34.746  | 40      | 38.1127 | 40      | 40      | 40      | 40      | 40      | 0.00873509 | 0.33333333  | 0.090104158 | 0.33333333  |
| mmu-miR-376a      | 34.6674 | 40      | 40      | 40      | 40      | 40      | 40      | 40      | 0.00827192 | 0.33333333  | 0.33333333  | 0.33333333  |
| mmu-miR-501-5p    | 34.483  | 36.71   | 40      | 40      | 40      | 40      | 40      | 40      | 0.00727941 | 0.034079252 | 0.33333333  | 0.33333333  |
| mmu-miR-701       | 34.244  | 34.258  | 35.787  | 40      | 40      | 40      | 40      | 40      | 0.00616808 | 0.006228228 | 0.017973778 | 0.33333333  |
| mmu-miR-132       | 33.6894 | 40      | 40      | 32.0051 | 40      | 40      | 40      | 40      | 0.00419951 | 0.33333333  | 0.33333333  | 0.001306694 |
| mmu-miR-200a*     | 33.475  | 29.166  | 40      | 40      | 40      | 40      | 40      | 40      | 0.00361958 | 0.000182608 | 0.33333333  | 0.33333333  |
| mmu-miR-376b*     | 33.417  | 40      | 40      | 40      | 40      | 40      | 40      | 40      | 0.00347695 | 0.33333333  | 0.33333333  | 0.33333333  |
| mmu-miR-429       | 33.3828 | 35.0098 | 35.696  | 34.2843 | 40      | 40      | 40      | 40      | 0.00339549 | 0.010487666 | 0.016875072 | 0.006342808 |
| mmu-miR-92a*      | 32.949  | 40      | 40      | 40      | 40      | 40      | 40      | 40      | 0.00251372 | 0.33333333  | 0.33333333  | 0.33333333  |
| mmu-miR-411       | 32.6991 | 34.1268 | 40      | 35.6962 | 40      | 40      | 40      | 40      | 0.00211392 | 0.005686819 | 0.33333333  | 0.016877412 |
| mmu-miR-27b*      | 32.649  | 31.476  | 33.178  | 35.102  | 40      | 40      | 40      | 40      | 0.00204177 | 0.000905522 | 0.002946131 | 0.011179795 |
| mmu-miR-32        | 32.5898 | 35.0722 | 33.8831 | 33.6168 | 40      | 40      | 40      | 40      | 0.00195969 | 0.010951236 | 0.004802953 | 0.003993412 |
| mmu-miR-330*      | 32.563  | 34.16   | 32.131  | 34.594  | 40      | 40      | 40      | 40      | 0.00192362 | 0.005819204 | 0.00142585  | 0.007861594 |
| mmu-miR-379       | 32.4739 | 33.489  | 40      | 35.7872 | 40      | 40      | 40      | 40      | 0.00180841 | 0.003654874 | 0.33333333  | 0.01797627  |
| mmu-miR-200b      | 31.1679 | 33.4597 | 32.9635 | 32.1893 | 40      | 40      | 40      | 40      | 0.00073139 | 0.003581395 | 0.002539108 | 0.001484649 |
| mmu-miR-28*       | 30.794  | 32.031  | 33.343  | 31.602  | 40      | 40      | 40      | 40      | 0.00056441 | 0.001330365 | 0.003303103 | 0.000988164 |
| mmu-miR-10b       | 28.2336 | 34.1619 | 29.7746 | 28.7284 | 40      | 40      | 40      | 40      | 9.5684E-05 | 0.005826873 | 0.000278437 | 0.000134831 |
| mmu-miR-466d-3p   | 26.477  | 40      | 40      | 40      | 40      | 40      | 40      | 40      | 2.8317E-05 | 0.33333333  | 0.33333333  | 0.33333333  |
| mmu-miR-699       | 25.837  | 26.135  | 26.166  | 27.171  | 24.263  | 26.342  | 28.205  | 29.213  | 0.99243017 | 0.288778952 | 0.081110781 | 0.080942291 |
| mmu-miR-801       | 27.168  | 25.974  | 25.938  | 25.398  | 28.548  | 26.128  | 27.183  | 26.284  | 0.12807293 | 0.299585042 | 0.140635966 | 0.180370774 |
| mmu-miR-805       | 26.359  | 25.239  | 28.599  | 30.847  | 29.538  | 29.135  | 32.588  | 31.124  | 0.03680479 | 0.022390608 | 0.020992787 | 0.275101803 |
| mmu-miR-720       | 22.445  | 22.626  | 20.657  | 21.053  | 27.298  | 25.48   | 26.179  | 25.562  | 0.01153401 | 0.046104056 | 0.007254226 | 0.014639778 |
| mmu-miR-685       | 33.1571 | 32.8285 | 30.6907 | 31.6102 | 34.0142 | 30.7108 | 32.0173 | 30.6332 | 0.18402039 | 1.446671638 | 0.132902256 | 0.656122681 |
| mmu-miR-197       | 40      | 36.4647 | 34.7061 | 35.284  | 35.0739 | 34.672  | 40      | 38.0761 | 10.1340398 | 1.154875634 | 0.008496813 | 0.048125238 |
| mmu-miR-715       | 40      | 40      | 40      | 40      | 40      | 31.604  | 34.821  | 40      | 0.33333333 | 112.2862528 | 12.07572162 | 0.33333333  |

Note: in red; miRNAs that have been removed from MiRbase

How the deposited data were processed for this re-analysis (not part of the article)

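The deposited data are raw CT values of TaqMan rodent miRNA array cards, A and B, for 12 samples: whole cell, cytoplasmic and nuclear RNA of LSK cells, promyelocytes, myelocytes and granulocytes, 1 sample of each from 100 ng of RNA. The authors ran the cards on an ABI real-time PCR instrument, called the CT values with SDS and RQ Manager software, and deposited the CT values without normalization; an undetermined well is listed at 40, the highest CT in the table. All 12 data columns were used, and 593 assays were read in each sample.

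The assays of the deposited table are numbered. Names were assigned where the cytoplasmic and nuclear CT of an assay matched those printed in Additional file 5 within 0.0005 cycles, and then where the whole cell CT differences matched the values of Additional file 1 within 0.002, each match being unique. Of 257 entries read from Additional file 5, 247 named an assay in this way and 3 had theirs from Additional file 1; 5 entries matched no single assay, and 2 entries under 1 repeated name were not used. The 129 entries of Additional file 1 were all matched, without a name conflict between the additional files. In all 270 assays were named, 169 on card A and 101 on card B.

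The number of assays under a CT of 40 ranged from 259 to 288 in whole cell, from 263 to 294 in cytoplasmic and from 199 to 229 in nuclear RNA. Each sample was measured in 1 well per assay, so the precision of a CT cannot be estimated from these data, and results above a CT of 30 are limited by detection.

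Log2 fold changes in whole cell RNA are CT differences minus the constant of Additional file 1 for that pair of stages. The alternatives were no scaling, the mean CT of the mouse assays under 30 in all 4 samples, and the mean CT of the 6 control assays, which were identified by their position in Figure 4. Other alternatives changed the CT limit of 30 to 28, 32 or 35, the fold limit of 2 to 1.5 or 3, and the fold per cycle to 1.9, set undetermined wells to 35, or counted all assays in place of the named ones. Nuclear:cytoplasmic ratios are 2 raised to the CT difference, divided by 3; the alternatives left out the divisor, changed the CT limit, kept entries removed from miRBase, or set the limit at 4 times the median ratio of the stage or of the card.

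With 1 sample per stage and fraction no test between stages was made. Lists of miRNAs were described by the percentile of their median among 10000 random lists, each member drawn from the 20 assays nearest in mean CT, with seed 7. Correlations across miRNAs are given with two-sided permutation p-values from 100000 resamples, intervals of R squared by Fisher's transformation, and intervals of shares by Wilson's method. The named miRNAs are those the paper names in its text or in Figures 2A, 3A, 3B, 4 and 6A, with at most 5 further assays per result chosen by the largest change or ratio among those under a CT of 30.

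The procedures were tested on simulated data: 50 of 50 changed and 0 of 86 unchanged assays were called, and 20 of 20 enriched and 0 of 116 other assays passed the ratio limit. The simulated wells had little noise, none was undetermined, and the changes and ratios lay well beyond the limits. The true scaling constants were also given to the count of changed assays. These counts therefore check the computation and say nothing about error rates in the real wells. The reference annotation of mouse genes, GRCm38.p6, was used for gene names and gene order only, and no coordinates are given since the table names no genome build. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The mRNA arrays, the individual RT-qPCR assays, the cell lines and the inhibitor experiments were not analysed here, and human values enter only as printed in Additional file 2.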

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

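Of the tests in this part, the tests of the unnamed assays and of miR-696, and for miR-467a* and miR-706 those of the control assays and of the whole cell wells, were chosen only after the results were seen; the set of miRNAs in the test of a whole fraction was fixed while the values were in view.

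From promyelocytes to granulocytes miR-467a* and miR-706 moved in opposite directions in the fractions; with 1 sample per stage and fraction the difference was not tested. The log2 nuclear:cytoplasmic ratio changed by -4.33 for miR-467a* (cytoplasmic change 2.48, nuclear change -1.85) and by -3.51 for miR-706 (cytoplasmic change 1.93, nuclear change -1.58). Of 60 miRNAs with a CT under 30 in each fraction in at least 1 of the 2 stages, 44 were higher and 8 lower in both fractions of granulocytes, and 8 moved in opposite directions, of which these 2 did so by 2-fold or more in both; for miR-467a* the cytoplasmic CT in promyelocytes (30.8) and the nuclear CT in granulocytes (30.7) were above 30. A shift of a whole fraction between the stages was tested by subtracting each fraction's median change, 1.61 in cytoplasmic and 1.79 in nuclear RNA: 2 of the 2 miRNAs still moved in opposite directions, miR-467a* by 0.87 and -3.64 and miR-706 by 0.32 and -3.37. That median comes mostly from cytoplasmic miRNAs and does not correct for how well nucleus and cytoplasm were separated. The 6 control assays, matched by eye to the SnoRNA points of Figure 4, moved the same way: their median log2 ratio changed by -4.97, more than that of either miRNA, and relative to it the log2 ratio rose by 0.64 for miR-467a* and by 1.46 for miR-706. A difference in the separation of nucleus and cytoplasm between the stages is therefore a possible explanation that remains. An error in a single well was weighed with the whole cell wells: for 1 of the 2 miRNAs, miR-706, the whole cell change (-0.61 without scaling) was opposite to the cytoplasmic rise, and in granulocytes its whole cell CT (29.2) was above both its cytoplasmic (27.2) and its nuclear CT (28.2), while whole cell miR-467a* rose by 1.44. A change of their distribution with maturation cannot be told apart from these explanations.

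The unnamed assay numbered 279 had a CT of 15.9 in nuclear RNA of myelocytes and was listed at 40 in the other 11 samples, and the unnamed assay numbered 270 had a CT of 22.0 in nuclear RNA of granulocytes and was listed at 40 in 10 samples. They were picked out as a signal outside the assays the paper discusses. The whole cell CT of assay 279 in myelocytes was 40, but the assays were picked out because nearly all other samples are at 40, so this value does not test an error in a single well, and the signal cannot be told apart from such an error. No biological explanation was tested.

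miR-696 is not discussed in the paper. It had a CT of 29.8 in nuclear RNA of promyelocytes, was undetermined in their cytoplasmic RNA, and was listed at 40 in 10 of the 12 samples. An error in a single nuclear well would leave the whole cell sample at 40; its CT there was 30.1, which goes against that explanation. A failed cytoplasmic well was tested by its whole cell minus nuclear CT, 0.314 cycles against a median of -3.49 in the 39 other miRNAs with a nuclear CT under 30 in promyelocytes; 5 of these had a larger difference, which places miR-696 at the 87.2 percentile, within the range of the others. The high ratio of miR-696 cannot be told apart from a failed cytoplasmic well.

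miR-699 and miR-801, which Additional file 5 marks as removed from miRBase and the paper does not discuss as nuclear, had ratios of 0.992 in LSK and 0.300 in promyelocytes, above the limit of 0.1. No test was made of these ratios, and no biological explanation was tested.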

How the results depend on the processing

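All alternatives were set before the data were examined, and so were the limits, the lists and the rule for the named miRNAs; the 6 control assays were identified afterwards. The test of the scaling constants was chosen only after the result was seen. No paired analysis was possible because there is 1 sample per stage and fraction, and no test between stages was made. Of 99 summary values recomputed under an alternative, 56 stayed close to their first value, 42 moved and 1 reversed. Of 492 recomputed values of named miRNAs, 443 kept their side of the 2-fold or 0.1 limit, 24 no longer passed it, 25 came to pass it and 0 passed it in the opposite direction; 27 of the 468 log2 fold changes among them changed sign.

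With a CT limit of 35 the number of changed miRNAs was 210, with 107 higher and 50 lower in granulocytes than in promyelocytes, and with a limit of 28 there were 18 lower. With a fold limit of 3 there were 12 lower, and without scaling 16. More miRNAs rose than fell under each scaling, but the share fell from 69.1% to 55.7% with the mean CT of the mouse assays, so the size of the excess may reflect the constants used for scaling. Among the 33 changed miRNAs with a CT under 25, and with a margin of 2-fold over every other stage, 2 were highest in promyelocytes and 0 in granulocytes.

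The median log2 fold change of the let-7 list in promyelocytes against LSK was 1.41 without scaling, 0.83 with the mean CT of the mouse assays, 1.06 with the 6 control assays, 0.98 with all let-7 assays and 0.32 in cytoplasmic RNA; for the cluster from miR-17 to miR-92a it was 1.67, 1.09 and 1.33 under the same scalings and 1.27 in cytoplasmic RNA. A change of scaling shifts a list and its random lists alike, so that the percentiles in whole cell RNA do not move with it; in cytoplasmic RNA they were 30.1 for let-7 and 92.2 for the cluster. The cytoplasmic medians rest on constants from 3 assays at SnoRNA positions of Figure 4, so that they follow the nuclear RNA present in the cytoplasmic fraction; the lowest cytoplasmic CT of the 6 control assays was 21.9 in LSK and 24.0 in promyelocytes. The raw cytoplasmic CT of all 4 let-7 members was lower in LSK than in promyelocytes.

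Undetermined wells kept at 40 lowered the R squared of nuclear on cytoplasmic CT to 0.662 in LSK, 0.638 in promyelocytes and 0.74 in granulocytes, and that of whole cell and cytoplasmic CT to 0.836, 0.796, 0.884 and 0.888 from LSK to granulocytes. With all assays in place of the named ones, the value for nuclear RNA of promyelocytes was 0.674.

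The number of miRNAs with a nuclear CT under the limit was 37 at 28 and 110 at 32. Without the divisor of 3 a ratio compares equal amounts of RNA, so that the limit of 0.1 has another meaning. The share of ratios under 0.1 was then 40.8% over all stages, 77.8% in LSK, 15.0% in promyelocytes, 67.6% in myelocytes and 12.3% in granulocytes. With the divisor kept, the share among miRNAs with a cytoplasmic CT, in place of a nuclear CT, under 30 was 92.8% over all stages, 92.5% in LSK, 89.7% in promyelocytes and 95.2% in myelocytes. The number of miRNAs with a ratio over 0.1 was 54 without the divisor, 4 at a nuclear CT limit of 28, 21 at 32 and 7 with a limit of 4 times the median ratio of the card. The log2 ratio of the control assays without the divisor was 3.38 in LSK, 6.10 in promyelocytes, 3.04 in myelocytes and 1.14 in granulocytes, where it reversed from -0.45. The divisor multiplies every ratio by the same factor and accounts for this reversal; for the other values that moved, the cause was not tested. Detection limits all results that rest on a CT above 30, since there was 1 well per assay.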

Differences from the paper's values

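The number of miRNAs with a nuclear CT under 30 and a ratio over 0.1 was 11, against the paper's 6; the 6 are among the 11. Of the alternatives set before the data were examined, a nuclear CT limit of 28 (4, all among the paper's 6), a limit of 4 times the median ratio of the stage (8, with 5 of the 6) and a limit of 4 times the median ratio of the card (7, with 4 of the 6) came within 1.5-fold of the paper's number while losing some of its 6 miRNAs, and leaving out the divisor of 3 (54), a CT limit of 32 (21) and keeping the entries removed from miRBase (13) did not, and held all 6. The 5 further miRNAs were miR-27a, miR-494, miR-744, miR-696 and miR-760.

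For granulocytes against promyelocytes, the log2 fold change of miR-223 was 2.62 against the paper's 4.47 in Additional file 1, that of miR-16 was 2.32 against the paper's 3.97, and that of miR-29a was 0.91 against the paper's 1.56. None of the alternatives set before the data were examined closed these gaps: without scaling the values were 3.05, 2.75 and 1.34, with the mean CT of the mouse assays 2.12, 1.82 and 0.41, and with the 6 control assays 2.71, 2.42 and 1.01.

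The paper gives 129 miRNAs as changed by 2-fold or more. That is the number with a whole cell CT under 30, and 118 of them changed by 2-fold or more. A fold limit of 1.5 gave 126 and a fold limit of 3 gave 93. A CT limit of 28 gave 82 and a CT limit of 35 gave 210. The paper gives 37 highly expressed miRNAs as differentially regulated. Of these, 33 changed by 2-fold or more, 37 with a fold limit of 1.5 and 28 with a fold limit of 3. miR-29a, miR-191, miR-374 and miR-709 of Figure 2A did not pass 2-fold; without scaling miR-29a, miR-191 and miR-709 passed it between some pair of stages, and with the 6 control assays miR-29a did (1.01). Against the paper's 78 higher and 36 lower miRNAs, 65 were higher and 29 lower; a fold limit of 1.5 gave 74 and 38, no scaling 75 and 16, and the mean CT of the mouse assays 49 and 39. The paper describes the lower miRNAs as passing 2-fold, and 11 of the 36 negative values of Additional file 2 do. The R squared between mouse and human was 0.520, 0.551 without scaling, 0.530 with the 6 control assays and 0.422 with the mean CT of the mouse assays; the mouse values printed in Additional file 2, which carry a constant of 0.0369 cycles, give 0.550. Read by eye, the axis labels of Figure 2B are exchanged against Additional file 2: the largest mouse value with a human value is 27.2, the largest human value is 15.9 and the lowest human value is -22.8.

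The paper places miR-93, miR-652, miR-149 and miR-106b among the granulocyte-enriched miRNAs of Figure 3B; their lowest scaled CT was in myelocytes, and without scaling 20 of the 21 miRNAs of Figure 3B were highest in granulocytes. The number highest in granulocytes was 15, and 22 without scaling. For the promyelocyte group of the cluster from miR-17 to miR-92a the Discussion cites Figure 3B, while Figure 3A shows them. The paper describes let-7e as highest in LSK and promyelocytes; its whole span over the stages was 0.47 on the log2 scale. The paper describes miR-709 as upregulated from promyelocytes to granulocytes, citing Figure 6A, which shows nuclear miRNAs. Without scaling, nuclear miR-709 rose by 0.37 on the log2 scale, in the direction the paper gives. The median nuclear change of 60 miRNAs between the same stages was 1.79, and relative to that median nuclear miR-709 was lower in granulocytes. In whole cell RNA, which that figure does not show for miR-709, its log2 fold change was -0.11, and 0.32 without scaling. The paper describes nuclear enrichment of SnoRNA19 in each sample; the 6 assays at the SnoRNA positions of Figure 4 had a median ratio of 0.732 in granulocytes, and 2.20 without the divisor of 3.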

Other observations

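In this part the test of the values of Additional file 1 and the test against the control assays were chosen only after the results were seen; the tests of the cards, of the flatter line and of the median ratio of the stages were chosen before.

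Of the 6 nuclear candidates, 5 are on card B. A shift of the whole of card B towards higher ratios was tested with the candidates left out: the median log2 ratio of card B minus that of card A was -0.74 over the stages (-0.55 in LSK, -0.85 in promyelocytes, -1.22 in myelocytes and -0.64 in granulocytes), which is the opposite direction. A line of nuclear on cytoplasmic CT that is flatter than 1 would give less abundant miRNAs a higher ratio. In each stage a line was fitted through the other miRNAs detected in both of its fractions, 199 of them in at least 1 stage. Each miRNA has the median residual over the stages in which it was detected, which are not all 4 stages for some of the others. Of the 6 candidates, 3 had a median residual under the 2.5 percentile of the others (-2.87): miR-706 (-3.94 cycles), miR-709 (-4.40) and miR-690 (-3.42). The candidates miR-467a* (-2.55), miR-135a* (-2.19) and miR-142-3p (-1.61) did not. The candidates were chosen by their ratio in the same samples, so these residuals alone do not separate the explanations. Among miRNAs with a cytoplasmic CT under 30 the slopes were 1.05 in LSK, 1.01 in promyelocytes, 1.10 in myelocytes and 1.00 in granulocytes, which goes against a flatter line in that range. It holds the candidates in all stages except miR-467a*, whose cytoplasmic CT was above 30 in promyelocytes and myelocytes.

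miR-706 and miR-467a* had their highest ratio in promyelocytes, the stage in which the control assays also had theirs. A shift of all ratios between stages was tested by dividing by the median ratio of the stage, and 2 of the 2 miRNAs were still highest in promyelocytes. The division leaves the pattern of the control assays in place, which were still highest in promyelocytes after it. A difference in the separation of nucleus and cytoplasm between the stages was tested by dividing by the median ratio of the control assays: 0 of the 2 miRNAs were then highest in promyelocytes, and both were highest in granulocytes, so the peak may reflect such a difference. Relative to the median ratio of the stage, miR-709 was highest in LSK (11.0-fold) and then lower (7.91-fold, 4.36-fold and 4.29-fold), and miR-690 was 6.65-fold, 5.50-fold, 4.15-fold and 1.44-fold above it from LSK to granulocytes. There is no replicate to separate an error in single wells from a change with the stage.

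The values of Additional file 1 are larger than the CT differences behind them. A logarithm to base 1.5 in place of base 2 is a candidate explanation: the slope on the CT differences was 1.71 in each of the 6 comparisons, and 1 divided by the log2 of 1.5 is 1.71. Put on base 1.5, the changes of miR-223, miR-16 and miR-29a from promyelocytes to granulocytes are 4.47, 3.97 and 1.56, the paper's values in Additional file 1. No biological explanation was tested.

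In promyelocytes whole cell miR-494 had a CT lower by 4.02 cycles than the lower of its cytoplasmic and nuclear CT, and miR-801 by 2.68; in granulocytes miR-466d-3p did by 14.4. A gap of 2 cycles or more was found for 2 miRNAs in LSK, 2 in promyelocytes, 0 in myelocytes and 1 in granulocytes. Across miRNAs with a whole cell CT under 30, the median gap was -1.32 cycles in LSK, 0.60 in promyelocytes, 0.14 in myelocytes and 0.50 in granulocytes. The counts in LSK and in the other stages are therefore not directly comparable. From LSK to promyelocytes, CT in whole cell RNA and in the fractions did not change alike, which bears on the rises of let-7 and the cluster from miR-17 to miR-92a.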
